# Silencing and Nuclear Repositioning of the *λ5* Gene Locus at the Pre-B Cell Stage Requires Aiolos and OBF-1

**DOI:** 10.1371/journal.pone.0003568

**Published:** 2008-10-30

**Authors:** Alexander Karnowski, Chun Cao, Gabriele Matthias, Sebastian Carotta, Lynn M. Corcoran, Inga-Lill Martensson, Jane A. Skok, Patrick Matthias

## Abstract

The chromatin regulator Aiolos and the transcriptional coactivator OBF-1 have been implicated in regulating aspects of B cell maturation and activation. Mice lacking either of these factors have a largely normal early B cell development. However, when both factors are eliminated simultaneously a block is uncovered at the transition between pre-B and immature B cells, indicating that these proteins exert a critical function in developing B lymphocytes. In mice deficient for Aiolos and OBF-1, the numbers of immature B cells are reduced, small pre-BII cells are increased and a significant impairment in immunoglobulin light chain DNA rearrangement is observed. We identified genes whose expression is deregulated in the pre-B cell compartment of these mice. In particular, we found that components of the pre-BCR, such as the surrogate light chain genes *λ5* and *VpreB*, fail to be efficiently silenced in double-mutant mice. Strikingly, developmentally regulated nuclear repositioning of the *λ5* gene is impaired in pre-B cells lacking OBF-1 and Aiolos. These studies uncover a novel role for OBF-1 and Aiolos in controlling the transcription and nuclear organization of genes involved in pre-BCR function.

## Introduction

The developmental fate of B lymphocytes is tightly controlled by a large number of transcription factors [1]–[3]. The differential expression of factors like PU.1, Ikaros, ID2, Notch-1, E2A, EBF and PAX5 controls the progressive commitment of pluripotent hematopoietic stem cells to the lymphoid and then to the B cell lineage. These and other factors orchestrate the transcriptional program required for proper developmental progression along the B cell pathway. Rearrangement of the immunoglobulin heavy chain (IgH: μHC) takes place at the pre-BI cell stage and its functionality is checked at the subsequent pre-BII cell stage [4], [5]. At this stage, the heavy chain associates with the surrogate light chain (SLC), encoded by the *VpreB* and *λ5* genes, to form the pre-B cell receptor (pre-BCR), which is displayed at the cell surface. This represents a first checkpoint in early B cell development. Signaling by the pre-BCR induces a proliferative burst and cell survival, followed by downregulation of the *VpreB* and *λ5* genes, exit from the cell cycle and induction of immunoglobulin light chain rearrangement (IgL: κ or λ) in small pre-BII cells [6]. Surface expression of a functional B cell receptor (BCR), consisting of IgH paired with IgL, is essential for progression through the second checkpoint. The immature B cells that pass this selection exit the bone marrow and migrate to the spleen where they continue their differentiation through several transitional B cell stages [7], [8], which undergo negative selection processes [9]. A small number of the surviving cells, possibly having a lower level of BCR signaling [10], differentiate into the naïve and sessile marginal zone B (MZB) cells, while the majority of the surviving transitional B cells become naïve follicular B cells. These long-lived cells circulate through the follicles of the spleen, lymph nodes and the bone marrow.

The transcriptional coactivator OBF-1 (Bob-1, Oca-B) is essential in late B cell development. OBF-1 is predominantly expressed in B lymphocytes and can form ternary complexes on permissive octamer sites with the POU domain transcription factors Oct1 and/or Oct2 [11]–[13]. Work from several laboratories has shown that the deletion of OBF-1 leads to a reduction in the newly arriving transitional B cells in the spleen and to diminished numbers of recirculating B lymphocytes in the bone marrow [14], [15]. Furthermore, OBF-1 mutant mice have a severely impaired T cell dependent (TD) humoral immune response and fail to form germinal centers (GC) [16], [17]. The absence of GCs may at least in part be due to the reduced expression of the Ets factor Spi-B in *OBF-1* ^−/−^ B cells [18]. In addition, the reduced humoral immune response correlates with the requirement of OBF-1 for formation of antibody secreting cells [19]. OBF-1 is also required for a normal proliferative and signaling response to BCR stimulation [20], [21], and in a *C57BL/6* genetic background, it is also critical for the development of MZ B cells [22].

The zinc-finger transcription factor Aiolos is expressed in early B and T cell subsets as well as in mature B cells [23]. It can form heterodimers with Ikaros and it activates or represses genes by recruiting chromatin remodeling complexes [24]–[26]. Ablation of Aiolos results in a phenotype that is in certain aspects the opposite of what is observed in *OBF-1^−/−^* mice: a slight increase in pre-B cells in the bone marrow, reduction of peritoneal B1 B cells and most notably constitutive formation of GCs [10], [27]. Aiolos deficient B cells show an enhanced proliferative and signaling response to BCR stimulation, which may at least partly explain the spontaneous formation of GCs and the development of autoantibodies in Aiolos deficient mice [21], [27]. In mice lacking Aiolos, anti-DNA autoantibodies accumulate as immune complexes in the kidney, which can result in signs of renal failure and symptoms resembling those found in human systemic lupus erythematosus (SLE) [21].

In contrast to the late developmental defects seen in the single-mutants, the combined loss of Aiolos and OBF-1 has a strong impact on early B cell development and results in a severe reduction of the immature B cell pool in the bone marrow. The effect on early B cell development is accompanied by a reduction in the numbers of peripheral mature B cells and an absence of the SLE-like symptoms [21]. The cellular and molecular mechanisms underlying this phenotype are not well understood. Here we have examined the synergistic role of Aiolos and OBF-1 within the regulatory network that control early B cell development. For this, pre-BII cells and their transcriptomes were characterized from single-and double-mutant mice. RNA expression profiling revealed that the genes encoding the SLC fail to be properly downregulated in small pre-BII cells from Aiolos/OBF-1 double-deficient mice. Moreover, three-dimensional DNA fluorescence *in situ* hybridization (3D FISH) analysis demonstrated that the subnuclear organization of the *λ5* locus and its correct relocalization during B cell development strongly depend on Aiolos and moderately on OBF-1.

## Materials and Methods

### Mice and cells

The *Aiolos^−/−^* and *OBF-1^−/−^* mice have been described previously [16], [27]. Animal experimentation was carried out according to regulations effective in the Kanton of Basel-Stadt, Switzerland as well as in accordance with the FMI internal regulations under supervision of the FMI Animal Committee. The mice were housed in groups of one to six animals at 25°C with a 12∶12 h light-dark cycle. They were fed a standard laboratory diet containing 0.8% phosphorus and 1.1% calcium (NAFAG 890, Kliba, Basel, Switzerland). Food and water was provided *ad libitum*. All mice were analyzed between 6 and 15 weeks of age. A20J is a murine B cell lymphoma cell. Cells were cultured in RPMI 1640 supplemented with 10% fetal calf serum, 2 mM glutamine, 100 mg/ml penicillin, 100 mg/ml streptomycin, and 50 mM 2-mercaptoethanol.

### Antibodies and Flow Cytometry

Single cell suspensions of purified bone marrow cells or splenocytes were stained with fluorochrome or biotin-labeled antibodies. Cells were analyzed on a FACSCalibur (BD Immunocytometry Systems) using a lymphocyte live gate. Cell sorting was carried out on a MoFLOW cell sorter (Dako-Cytomation). Data were analyzed with CellQuest (BD Immunocytometry Systems) and FlowJo (Tree Star) software. For intracellular stainings, cells were fixed for 10 minutes with 2% paraformaldehyde/PBS and permeabilized with 0.1% saponin/PBS. At least 1×10^6^ cells were stained with the following antibodies: anti-B220-APC (RA3-6B2); anti-CD25-Biotin or PE (7D4, BD Pharmingen), anti-ckit PE (ACK4, BD Pharmingen), anti-IgM-FITC (1B4B1, Southern Biotech); anti-IgD-Biotin (I-19); anti-pre-BCR-Biotin (SL156); anti-λ5-Biotin (LM34). For secondary stainings the following strepdavidine conjugates were used: strepdavidine-PECy7 (eBiosciences); streptavidine-PECy5.5 (Caltag).

### Real time RT-PCR analysis

Bone marrow or splenic cells from 3∼5 age-matched mice were pooled and sorted. RNA was extracted from 4×10^4^ to 1×10^6^ primary cells or cell lines, using TRIzol or the AbsolutelyRNA micro kit (Stratagene). The isolated total RNA was DNaseI-digested to remove genomic contamination and first strand cDNA was synthesized using oligo(dT) primers and Omniscript reverse transcriptase (Qiagen). The real time PCR reactions were carried out in an ABI Prism 7000 sequence detector (Applied Biosystems) using the Gold 2×SYBR green reaction mix (Eurogentec). Each assay contained a duplicate and a minus RT control. The efficiency for each real time PCR run was determined according to [28]. The expression of the gene of interest was subsequently normalized to the expression of the housekeeping genes *RNA Polymerase II* or *Ubiquitin C* [29]. Normalization of expression data was computed by the qGENE tool [30]. All real time PCR amplicons were set across an exon-exon boundary. Primers used in real time PCR reaction:

RPII F: TGCGCACCACGTCCAATGATA;

RPII R: AGGAGCGCCAAATGCCGATAA;

UBC F: AGGTCAAACAGGAAGACAGACGTA;

UBC R: TCACACCCAAGAACAAGCACA;

18s F: GCCCGAGCCGCCTGGATACC;

18s R: TCACCTCTAGCGGCGCAATACGAA;

*λ5* F: GAGACAACCCAACCCTCCAA;

*λ5* R: TGAGGCATCCACTGGTCAGA;

cy GSN F: CCGTCGCTGTCGCCGTCA;

cy GSN R: GCACCAGGTCAAACTTCTCCACAC;

Aio F: TCCTGGACAGATTAGCAAGCAA;

Aio R: GGGATTGTAGTTGCCATCGAA;

mOBF-1 F: CACGCCCAGTCACATTAAAGAA;

mOBF-1 R: TGTGGATTTTTGCCAGAGCAT;

### RNA and RT-PCR

Total RNA was isolated from 1×10^5^ sorted cells and cDNA synthesized as above. Immunoglobulin *κ* cDNA was amplified with 30 cycles at 62°C annealing temperature using the following primers:

Vκ deg F: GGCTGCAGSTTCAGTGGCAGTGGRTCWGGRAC;

Cκ R: GTCCTGATCAGTCCAACTGTTCAG;

### Cell cycle analysis

Bone marrow pre-BI, large and small pre-BII and immature B cells were isolated by cell sorting and fixed in 1% paraformaldehyde at 4°C overnight. After permeabilization with 70% ethanol at −20°C the cells were stained with 50 µg/ml Propidium Iodide (Sigma, P 4170) in PBS and treated with 0.1 mg/ml RNase A. The cells were analyzed FACScalibur and the recorded data analyzed with the ModFit software (BD Immunocytometry Systems).

### Genomic rearrangement of the *κ* locus

B220^+^ CD25^+^ IgM^−^ pre-BII cells were isolated from five age-matched animals of each genotype by cell sorting. Genomic DNA was isolated and equal amount of DNA was used in serial dilutions to detect *Vκ-Jκ* rearrangements. For this, a universal *Vκ* primer [31] was used in combination with a specific *Jκ2* or *Jκ5*. The *Vκ-Jκ* DNA was amplified in a multiplex PCR for 35 cycles at 60°C annealing temperature using the specific *Vκ1,2* primer together with *Jκ1* and *Jκ2,3* primers.

Vκ universal F: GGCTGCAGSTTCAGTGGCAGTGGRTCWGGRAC;

Jκ2 R: TTTCCAGCTTGGTCCCCCCTCCGAA;

Jκ5 R: TGCCACGTCAACTGATAATGAGCCCTCTC;

Vκ1,2 F: AGAAGCTTGTGACTCAGGAATCTGCA;

Jκ1 R: CAGGATCCTAGGACAGTCAGTTTGGT;

Jκ2,3 R: CAGGATCCTAGGACAGTGACCTTG;

### Affymetrix GeneChip analysis

Pre-BII cells (B220^+^ CD25^+^) were isolated from pooled bone marrow of eight age-matched mice from each genotype. From each genotype cells from two independent pools were purified. Subsequently, total RNA was extracted as above and further purified with the RNAeasy mini columns (Qiagen). Starting with 4 mg of total RNA, biotinylated cRNA probes were generated using the SuperScript Choice cDNA sythesis kit from Stratagene and the Affymetrix IVT kit. The labeled cRNA probes were hybridized with the MOE430a Affymetrix GeneChips™ and signals were detected according to manufacturer's instructions. The GeneChips data analysis was performed using the Affymetrix Microarray suite 5 and the GeneSpring 5 (Agilent Technologies, Palo Alto, CA) analysis package. Only target intensities between 100 and 1000 in at least one genotype were used in the analysis. The microarray data has been deposited in Gene Expression Omnibus (GEO) system. The accession number is: GSE12356.

### Chromatin immunoprecipitation assay

Crosslinking with formaldehyde and chromatin isolation from A20J B cell line was performed as described [32]. Chromatin was sonicated to an average fragment size from 200 to 600 bp followed by 1∶4-dilution before immunoprecipitation with 5 µg of anti-OBF-1 (Santa Cruz) antibody. As a negative control, the chromatin was immunoprecipitated with goat IgG isotype control (Sigma). After crosslinking reversal, the immunoprecipitated DNA was analyzed by real time PCR using the relative standard curve method for normalization. The following primers were used in the qPCR reactions:

ChIP PBS1 F: GGATAGACTTTGCATGTTTTTGAT;

ChIP PBS1 R: GGGGGATATTACCTGCTCTTT;

ChIP PBS2 F: CCTGGACTTGCCCATTTTTA;

ChIP PBS2 R: ATGATGGAATGCAGGTGACA;

ChIP PBS3 F: CTTTCTGCCACCACCTC TC;

ChIP PBS3 R: CTCCATGACCCTCAAATACCA;

ChIP Interg F: CAGCATTCCAGGAGGTTAGC;

ChIP Interg R: GTGCCTCATGTGCAGTCAGT;

### 3D DNA FISH

3D DNA FISH was carried out as described previously [33]. A probe specific for *γ-satellite* DNA labeled with dUTP-Cy5 and a BAC clone (RP24–166A3, BAC PAC Resources) for *VpreB1/λ5*, labeled with dUTP-Cy3 were used [34]. Cells were analyzed by confocal microscopy on a Leica SP2 AOBS (Acousta Optical Beam Splitter). Optical sections were collected with sections separated by a distance of 0.3 mm. Only cells with two *λ5* signals (non-replicating) were evaluated.

### Retroviral vectors and infections

The expression vector pBabe/puro/*Bcl2* was provided by Dr. S. Nutt (The Walter and Eliza Hall Institute, Australia). The following primers were used for amplification:

VpreB1 XhoI F: AATTATCTCGAGGTCAGGGCCCAGGAGCAG

VpreB1 EcoRI R: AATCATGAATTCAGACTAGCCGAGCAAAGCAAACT

IRES BglII F: CTTGAGATCTGGGATCCGCC

IRES XhoI R: AATATCCTCGAGATTATCATCGTG

*λ5* clone 2 F: CCTGGGGTTTGGCTACAC

*λ5* clone 2 R: GAGGCTTCAGGGAGGATT

The *VpreB1* cDNA was amplified by PCR and inserted between the XhoI and EcoRI sites of the retroviral vector pMSCV/pgk/*EGFP*. Subsequently, a 597 bp fragment containing an internal ribosomal entry site was amplified by PCR from the retroviral vector pMSCV/IRES/*hCD2t* and inserted into the BglII and XhoI sites of pMSCV/*VpreB1*/pgk/*EGFP*. Finally, the *λ5* cDNA was amplified by PCR and inserted upstream of the IRES sequence into the HincII site of pMSCV/IRES/*VpreB1*/pgk/*EGFP*, leading to pMSCV/*λ5*/IRES/*VpreB1*/pgk/*EGFP*.

Phoenix-Eco packaging cells were transfected with pBabe/puro/*Bcl2*, pMSCV/pgk/*EGFP*, or pMSCV/*λ5*/IRES/*VpreB1*/pgk/*EGFP* retroviral vectors by using calcium phosphate (Promega, Madison, USA) according to the manufacturer's protocol. Retroviral supernatants from of Phoenix-Eco packaging cells cultured at 37°C were collected after 48 h. Next, the target cells were centrifuged for 90 min at 1800 rpm at room temperature in a retroviral supernatant. Cells were incubated for 90 min at 37°C and submitted to another round of spin infection with fresh retroviral supernatant.

### *In vitro* maturation of pro/pre-B cells

5′ Flourouracil treated bone marrow cells from *C57BL/6* mice were transduced and cultured as previously published [35]. In short: 5′ FU treated cells were transduced with pBabe/puro/*Bcl2* and selected for Bcl2 expression by puromycin. Subsequently the cells were cultured on OP9 stromal cells with IL-7 and Flt3 to differentiate into pro/pre-B cells. These pro/pre-B cells were transduced with either pMSCV/*λ5*/IRES/*VpreB1*/pgk/*EGFP* or the empty *EGFP* retroviral expression constructs. The transduced cells were cultured without IL-7 on OP9 stromal cells for 5 or 7 days to induce further B cell maturation. The maturation state of the transduced GFP^+^ cells was determined by detection of surface κ light chain expression by flow cytometery.

## Results

### Transition from small pre-BII cells to immature B cells is impaired in Aiolos/OBF-1 double mutant mice

The loss of either Aiolos or OBF-1 results in a reduction of immature splenic B cells and impaired formation of MZ B cells [10], [15], [22]. We have shown previously that the number of mature resting B cells is only marginally altered in the single-mutant mice, but is reduced several-fold in *Aiolos^−/−^/OBF-1^−/−^* mice [21]. To better understand the molecular basis of this phenomenon, we have examined here early B cell development in mice of the different genotypes. In agreement with our previous studies [21], we found that immature B cells (B220^+^ IgM^+^ IgD^−^) are severely reduced in Aiolos/OBF-1 double - but not single-deficient or wild type mice (Figure 1A). As previously reported [27], Aiolos single-deficient mice showed an increase in the proportion of pre-BII (B220^+^ CD25^+^ IgM^−^) cells. Moreover, the double-deficient mice exhibited a further small increase in the proportion of pre-BII cells, although OBF-1 single-deficient mice showed no change in this cell population (Figure 1B). To distinguish between the dividing and non-dividing, but light chain rearranging cells, pre-BII cells can be fractionated on the basis of their size (FSC). Independent of genotype, about 80 to 90% of the pre-BII cell population represented small non-dividing cells (Figure 1B), which was also confirmed by DNA content analysis from sorted pre-BII cell populations (data not shown).

**Figure 1:**
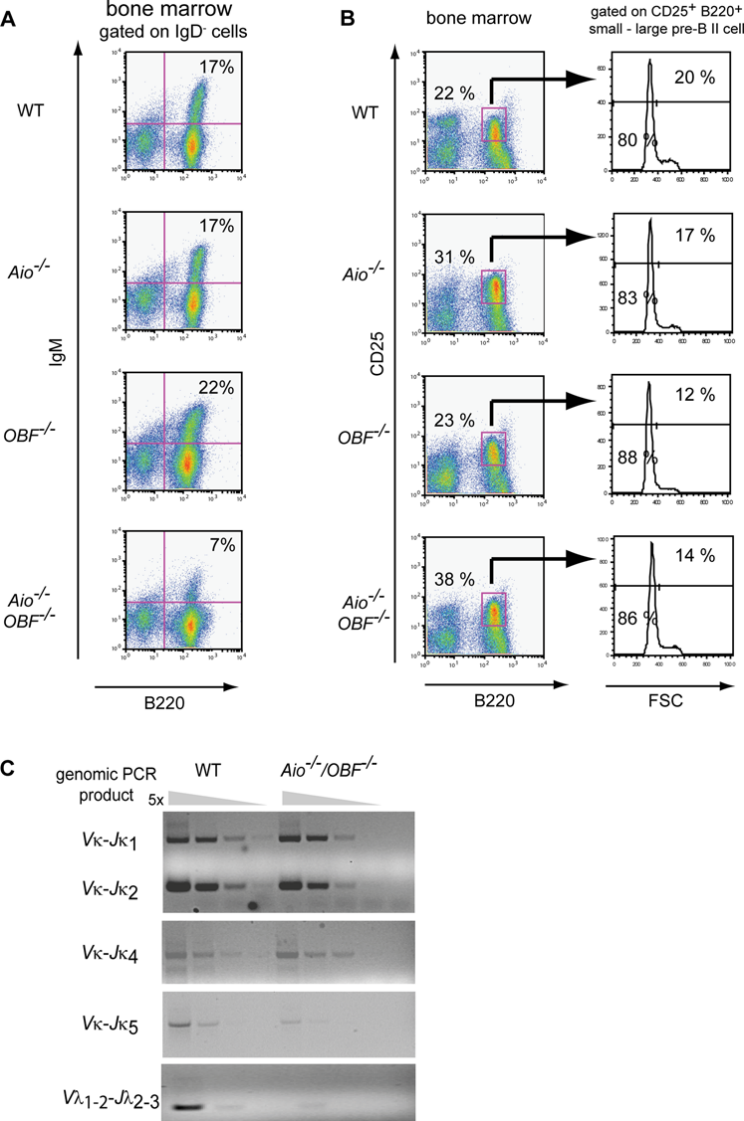
The transition from small pre-BII to immature B cells is impaired in *Aio^−/−^/OBF-1^−/−^* mice. Flow cytometry analysis of bone marrow cells from 6–10 weeks old control wild type, single- and double-deficient mice. (A) Analysis of B220^+^ IgM^+^ IgD^−^ immature B cells in the bone marrow. Cells were stained with anti-B220-APC, anti-IgM-FITC, anti-IgD-Biotin followed by Streptavidin-PE. Only IgD^−^ cells are displayed and the percentages indicated are relative to the IgD^−^ cells. The percentage of IgD^−^ cells from total cells are as follows: WT, 89%; *Aiolos^−/−^*, 88%; *OBF-1^−/−^*, 92%; *Aio^−/−^/OBF-1^−/−^*, 95%. (B) In the left part detection of B220^+^ CD25^+^ pre-BII B cells. In the right part, pre-BII (B220^+^CD25^+^) cells were gated and their FSC analyzed. Percentages indicate the proportion of small or large cells. Data are presented from one representative experiment, out of three. (C) Pre-BII cells (B220^+^ CD25^+^ IgM^−^) were FACS sorted from wild type and Aiolos/OBF-1 double-deficient mice by flow cytometry. Serial dilutions of the genomic DNA from the sorted cells were analyzed by PCR using primers detecting the indicated *κ* and *λ* light chain rearrangements. The relative amount of DNA used in the reaction was adjusted according to a real time PCR for the *18S* gene (not shown).

Small pre-BII cells were used to determine the DNA rearrangement status of the *Ig κ*, *λ1*, and *λ2* light chain genes. We observed no difference in the rearrangement of *Vκs* to *Jκ1*, *Jκ2* or *Jκ4* between wild type and double-mutant pre-BII cells (Figure 1C). However, *Aiolos^−/−^/OBF-1^−/−^* pre-BII cells showed a five-fold reduction in *Jκ5* rearrangement compared to pre-BII cells from control wild type littermates. Furthermore, the rearrangement of the *λ1* and *λ2* genes was also reduced at least fivefold in the double-mutant pre-BII cells. The reduction in *Vκ-Jκ5* and *λ* light chain gene rearrangements in Aiolos/OBF-1 deficient mice suggests that the recombination process is terminated prematurely during the small pre-BII cell stage. In spite of this, *κ* light chain rearrangement occurs in double-mutant mice and intracellular expression of *κ* light chains was detected in the pre-BII cell population of these mice (data not shown). The increase in small pre-BII cells concomitant with the reduction in immature cells indicate that in the combined absence of Aiolos and OBF-1 B cell development is impaired at the transition from the small pre-BII to immature B cell stage.

### Expression of Aiolos and OBF-1 during early B cell development and influence of these factors on the gene expression profiles of pre-BII cells

We next investigated by quantitative RT-PCR the expression pattern of OBF-1 and Aiolos during B cell development. Both genes showed a similar pattern of expression: low in pre-BI, intermediate in pre-BII, high in immature B and intermediate in mature B cells (Figure 2), thus supporting a role for these factors in early B cell development. 

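Pre-BII cells carry a rearranged immunoglobulin heavy chain gene and rearrange their light chain genes. OBF-1, encoded by Pou2af1, is a coactivator of Oct transcription factors, and Aiolos, encoded by Ikzf3, is a zinc finger protein of the Ikaros family. Pou2af1 mRNA had an intensity of 2720 ± 58.3 (SD, n = 2 arrays) in wild type pre-BII cells and 2638 ± 289 (SD, n = 2) in Aiolos single-mutant pre-BII cells. It was 239 ± 3.56 (SD, n = 2) in OBF-1 single-mutant and 221 ± 72.7 (SD, n = 2) in double-mutant pre-BII cells. These are log2 fold changes of -3.51 (standard error 0.17, adjusted p = 4.56e-07 from limma) and -3.66 (standard error 0.17, adjusted p = 1.52e-07 from limma) against wild type. No probe set was matched to Ikzf3, so Aiolos mRNA was not analysed here. The authors sorted B220+ CD25+ pre-BII cells from bone marrow, and for each of the 4 genotypes RNA from 2 independent pools of 8 mice was hybridized to 1 array each, 8 arrays in all. The deposited labels instead call each sample bone marrow, for the mutants from a single mouse, and name neither sorting nor pooling. The paper's description is followed here, so what each array stands for rests on the paper. The deposited values are intensities on a linear scale, which the authors normalized with RMA (background correction, quantile normalization between arrays and a summary over the probes of each probe set). Their array medians lay between 66.8 and 69.4, and arrays of the same genotype correlated across probe sets with an r of 0.9961 to 0.9965. The log2 of each value was fitted with limma, with 1 mean per genotype, for 22626 probe sets, and a change counted when the Benjamini-Hochberg adjusted p was under 0.05. The 2 arrays per genotype limit the precision of all these values. The wild type and OBF-1 single-mutant arrays were washed on fluidics station 2 and the Aiolos single-mutant and double-mutant arrays on station 1, so in each comparison with wild type that involves loss of Aiolos, station and genotype cannot be told apart.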

In order to determine the role of OBF-1 and Aiolos in pre-BII cells, the mRNA expression profile in pre-BII cells from wild type, Aiolos or OBF-1 single-mutant and double-mutant mice were measured, using the MOE430A Affymetrix GeneChip (Figure 3A). Previous mRNA expression analysis of OBF-1 deficient B cells have indicated a role for this factor in regulating several genes, including *Lck*, *Kcnn4*, *cdc37*, *Myla*, *Ms4a11* or *S100a10* [36], [37], some of which were confirmed by our present analysis (see Figure 3B). 

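Myl4, the gene listed as Myla, encodes a myosin light chain, and Ms4a1 encodes the B cell surface protein CD20. In OBF-1 single-mutant pre-BII cells Myl4 mRNA fell from 1816 ± 100 in wild type to 114 ± 1.49 intensity units (SD, n = 2 arrays each), a log2 fold change of -4.00 (standard error 0.11, adjusted p = 4.03e-09 from limma). Ms4a1 fell from 2450 ± 100 to 1483 ± 15.8 (SD, n = 2), a log2 fold change of -0.72 (standard error 0.095, adjusted p = 0.00152 from limma). Without moderation of variances this fall of Ms4a1 did not pass (adjusted p = 0.116 from limma). S100a10, which encodes a partner of annexin A2, had 1457 ± 114 in wild type and 1483 ± 115 in OBF-1 single-mutant cells (SD, n = 2; log2 fold change 0.026, adjusted p = 0.945 from limma). S100a10 was lower without Aiolos, with 981 ± 35.9 in the Aiolos single mutant and 1036 ± 50.2 in the double mutant (SD, n = 2), on arrays washed on the other fluidics station. Its log2 fold changes there were -0.57 (adjusted p = 0.0187 from limma) and -0.49 (adjusted p = 0.00994 from limma). Neither passed without moderation of variances (adjusted p = 0.213 and 0.109 from limma). The fall in the Aiolos single mutant did not pass without WT replicate 1 (adjusted p = 0.0851), WT replicate 2 (0.0917), Aiolos replicate 1 (0.152) or Aiolos replicate 2 (0.0617), and the fall in the double mutant did not pass without WT replicate 2 (0.0945) or double-mutant replicate 1 (0.08). Another S100a10 probe set passed in neither, with -0.43 (adjusted p = 0.0979) and -0.32 (adjusted p = 0.149). Of the other probe sets of the genes that fell without OBF-1, that of Ms4a1 had -1.06 (adjusted p = 0.0128, but 0.127 without WT replicate 1, 0.07 without WT replicate 2 and 0.131 without OBF-1 replicate 2) and that of Myl4, at 90.3 intensity units in wild type, -0.18 (adjusted p = 0.512). The potassium channel gene Kcnn4 had a log2 fold change of 0.42 in OBF-1 single-mutant cells (adjusted p = 0.125 from limma, and 0.0435 without OBF-1 replicate 1). Cdc37, which encodes a cochaperone of kinases, had -0.11 (adjusted p = 0.692) and Ms4a6d, listed under its older name Ms4a11, had 0.065 (adjusted p = 0.868) at a mean of 19.1 intensity units. Lck was not analysed here. Of the 6 measured genes among the 7 reported to depend on OBF-1, 2 were lower and none was higher in OBF-1 single-mutant cells, and 2 were lower and 1 was higher when adjusted over the list alone. The list's median log2 fold change was -0.0444 and its mean -0.721 (camera, adjusted p = 0.0068, and adjusted p = 0.398 with an estimated correlation). The list also passed in the other mutants: its median was -0.268 in the Aiolos single mutant, with 1 lower (3 over the list alone; camera, adjusted p = 0.0146, and adjusted p = 0.446 with an estimated correlation), which did not pass without WT replicate 1 (0.0532) or with the mean of all probe sets of a gene (0.0645). In the double mutant it was -0.273, with 1 higher and 3 lower (the same over the list alone; adjusted p = 0.00317, and adjusted p = 0.398 with an estimated correlation). The higher gene was Kcnn4 (log2 fold change 0.43, adjusted p = 0.0469 from limma), which did not pass without either WT replicate (0.177 and 0.159), either Aiolos replicate (0.0508 each) or either double-mutant replicate (0.176 and 0.134), nor after quantile normalization (0.0791) or centring of the arrays (0.0646). As 3 of its members are plotted by the paper for these arrays, the smaller adjustment is not independent evidence.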

In comparing the transcriptomes in cells of the four genotypes we found that the majority of genes with a reduced mRNA expression in the double-mutant pre-BII showed a similarly diminished expression in *OBF-1^−/−^* pre-BII cells. 

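Loss of OBF-1 lowered genes with different roles in B cells. Zfpm1, which encodes a cofactor of GATA factors, had 878 ± 20.2 intensity units in wild type, 91.1 ± 30.8 in OBF-1 single-mutant and 93.8 ± 4.46 in double-mutant pre-BII cells (SD, n = 2 arrays each). Its log2 fold change was -3.31 in the OBF-1 single mutant, -3.23 in the double mutant and 0.24 in the Aiolos single mutant. Ly6d, a surface protein of developing B cells, fell by 3.14 on the log2 scale in the OBF-1 single mutant and by 3.33 in the double mutant (adjusted p = 4.03e-09 and 1.39e-09 from limma), with -0.081 in the Aiolos single mutant. The actin nucleator gene Fmn2 fell by 2.78 and by 2.58 in the same comparisons, and the transcription factor gene Egr1 by 1.65 and by 1.75. Without moderation of variances Zfpm1 and Fmn2 did not pass in the OBF-1 single mutant (adjusted p = 0.0923 and 0.179 from limma). Nor did Fmn2 pass in the double mutant then (adjusted p = 0.0795 from limma). Cd2 fell by 0.99 in the Aiolos single mutant and by 1.72 in the double mutant, both across fluidics stations, with -0.099 in the OBF-1 single mutant. Within a station it was also lower in the double than in the Aiolos single mutant (log2 fold change -0.73, adjusted p = 0.000506 from limma). Its fall therefore did not follow the loss of Aiolos alone. Of the 509 genes lower in the double mutant, 464 (91.2%, 95% Clopper-Pearson interval 88.3 to 93.5) had a negative log2 fold change in the OBF-1 single mutant, and 475 (93.3%) had one in the Aiolos single mutant. The interval treats genes as independent and does not cover differences between arrays. Of these 509 genes, 116 also passed the test as lower in the OBF-1 single mutant and 69 in the Aiolos single mutant, where 5.67 and 3.82 would be shared if the calls were independent. The 116 genes are 22.8% of the lower genes, a share of 13.2% without OBF-1 replicate 2, 41.8% without double-mutant replicate 1 and 5% without moderation of variances. The 69 are 13.6%, with 3.02% without WT replicate 1, 2.17% without Aiolos replicate 1, 6.52% without Aiolos replicate 2, 24.1% without double-mutant replicate 1 and 2% without moderation. The median ratio of the single-mutant to the double-mutant log2 fold change was 0.49 for the OBF-1 single mutant and 0.51 for the Aiolos single mutant. Among the 22 genes at least 3-fold lower at an unadjusted p under 0.05, 19 passed as lower in the OBF-1 single mutant and 3 in the Aiolos single mutant, with median ratios of 0.91 and 0.11. All mutants are compared with the same 2 wild type arrays, and in 50 simulations with no effect in the single mutants 54.9% of the lower genes had a negative value in the OBF-1 single mutant and 55.1% in the Aiolos single mutant, so part of the excess may come from the shared controls. The Aiolos single-mutant and double-mutant arrays also share a fluidics station that the wild type arrays do not, which may add to the shares in the Aiolos single mutant. The number of lower genes was 265 without WT replicate 1, 268 without WT replicate 2 and 237 without double-mutant replicate 1.

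**Figure D1:**
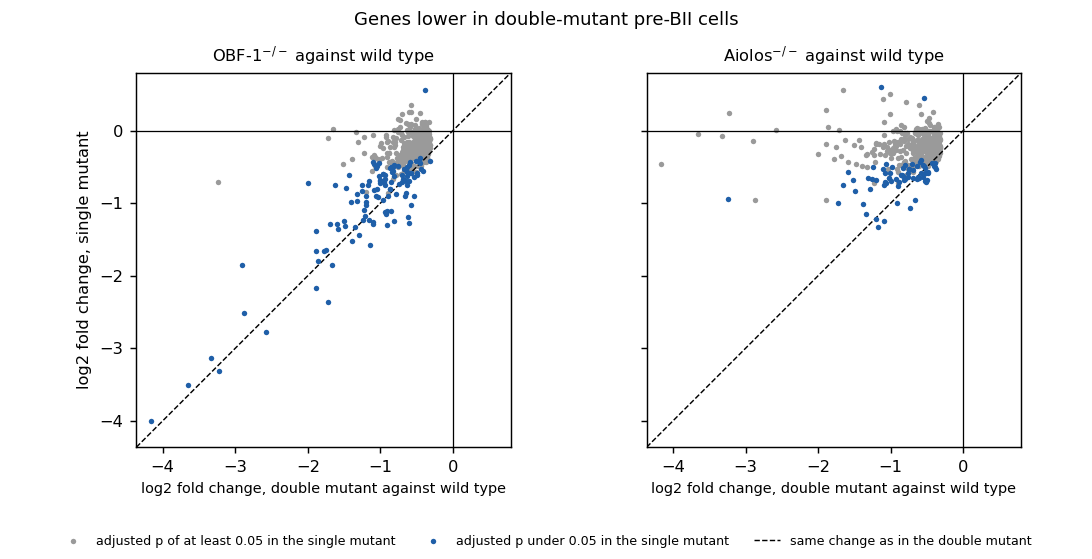
Log2 fold change against wild type in the OBF-1 single mutant (left) and the Aiolos single mutant (right), against that in the double mutant (x axis), for the 509 genes lower in double-mutant pre-BII cells, 1 point per gene. Blue points passed the test in the single mutant, 116 on the left and 69 on the right among those that were lower there, and the dashed line marks an equal change in both mutants.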

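Tspan2, Itih5, Scin, Car3 and Tnnt2 are among the 12 genes with the largest rises in double-mutant pre-BII cells, and encode proteins of the membrane, the matrix, the cytoskeleton and metabolism. Tspan2, which encodes a tetraspanin, had 42.4 ± 0.922 intensity units in wild type, 80.4 ± 3.32 in the Aiolos single mutant, 109 ± 33.9 in the OBF-1 single mutant and 288 ± 37.9 in the double mutant (SD, n = 2 arrays each). Its log2 fold change was 1.32 in the OBF-1 single mutant (adjusted p = 0.00125 from limma) and 2.76 in the double mutant (adjusted p = 1.16e-06 from limma). Itih5, which encodes a protein that binds hyaluronan, rose by 2.26 in the double mutant (adjusted p = 4.38e-07 from limma), and was 112 ± 4.86 intensity units in the Aiolos single mutant and 83.8 ± 8.88 in the OBF-1 single mutant against 49.3 ± 7.26 in wild type (SD, n = 2). Scin, an actin severing protein gene, rose by 2.13 in the double mutant (adjusted p = 1.9e-06 from limma), with values of 0.94 in the Aiolos and 0.52 in the OBF-1 single mutant. Car3, a carbonic anhydrase gene, rose by 2.47 in the double mutant, with values of 0.93 in the OBF-1 and 0.098 in the Aiolos single mutant, and Tnnt2, a troponin gene, rose by 2.02, with values of 0.66 and 0.14. The comparisons that involve loss of Aiolos run between fluidics stations. For 605 genes that were higher in the double mutant, the log2 fold change in at least 1 single mutant lay between 0 and that of the double mutant for 581 (96.0%, 95% Clopper-Pearson interval 94.2 to 97.4) and in both for 448 (74.1%). It did so for 507 genes in the OBF-1 single mutant and for 522 genes in the Aiolos single mutant. Of all 605 genes, 105 passed the test as higher in the OBF-1 single mutant and 86 in the Aiolos single mutant. If the calls were independent, 6.98 and 6.15 genes would be shared. The shared wild type arrays alone gave 71.3% for at least 1 single mutant and 37.6% for both in simulations with no effect in the single mutants, so part of the excess may come from them. The number of higher genes was 334 without WT replicate 1, 298 without WT replicate 2 and 362 without double-mutant replicate 1.

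**Figure D2:**
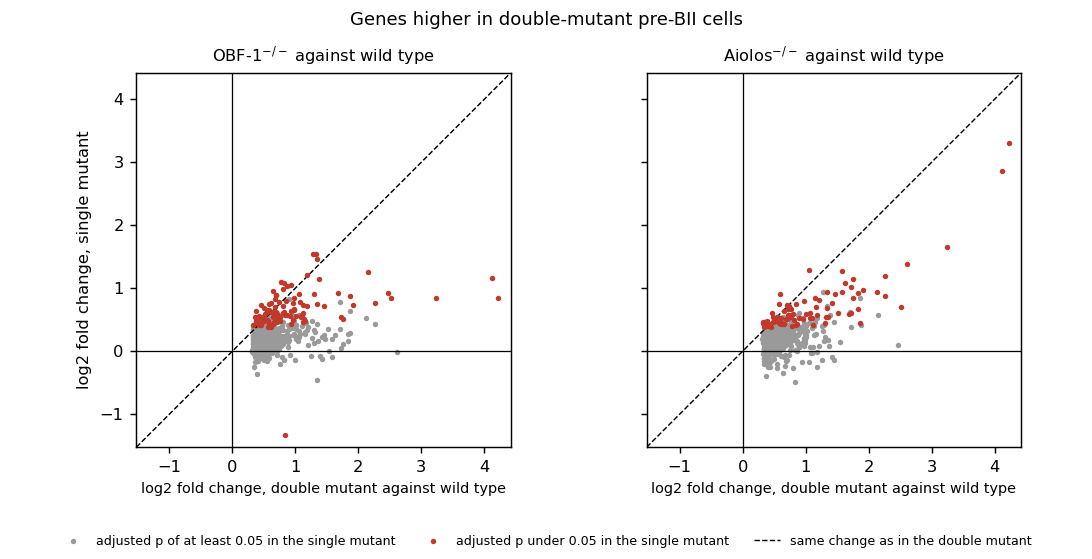
Log2 fold change against wild type in the OBF-1 single mutant (left) and the Aiolos single mutant (right), against that in the double mutant (x axis), for the 605 genes higher in double-mutant pre-BII cells, 1 point per gene. Red points passed the test in the single mutant, and most points lie between 0 and the dashed line of an equal change in both mutants.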

Most of the genes that were upregulated in the double-mutant pre-BII, were also partially upregulated in pre-BII cells from either single-mutant mice. 

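Ramp1 encodes a partner of the calcitonin receptor-like receptor, Lgr5, listed as Gpr49, a receptor coupled to G proteins, and Gsn the actin severing protein gelsolin. In double-mutant pre-BII cells Ramp1 mRNA was 1243 ± 0.496 intensity units, against 132 ± 11.0 in wild type, 422 ± 88.1 in the Aiolos single mutant and 239 ± 34.1 in the OBF-1 single mutant (SD, n = 2 arrays each). Lgr5 was 873 ± 45.4 in the double mutant, against 247 ± 48.9, 389 ± 13.5 and 275 ± 30.1 in the same order (SD, n = 2). Gsn, read by the probe set drawn in Fig. 3C, was 1662 ± 184 in the double mutant, against 289 ± 2.31, 472 ± 53.5 and 521 ± 7.85 (SD, n = 2). The double-mutant log2 fold changes were 3.24 for Ramp1 (adjusted p = 7.85e-08 from limma), 1.84 for Lgr5 (adjusted p = 3.94e-06 from limma) and 2.52 for Gsn (adjusted p = 7.23e-08 from limma). The interaction of the deletions, the double-mutant log2 fold change minus the sum of those in the single mutants, was 0.73 for Ramp1 (standard error 0.20, adjusted p = 0.26 from limma) and 1.00 for Lgr5 (standard error 0.19, adjusted p = 0.0743 from limma). For Gsn it was 0.96 (standard error 0.15, adjusted p = 0.0284 from limma). Without a log scale, the double-mutant intensity was above the sum of the single effects by 714.5 units for Ramp1 (standard error 67.2), 456.9 for Lgr5 (standard error 52.6) and 956.8 for Gsn (standard error 136). An effect of the fluidics station that adds on the log2 scale cancels in the interaction. The interaction of Gsn did not pass without WT replicate 1 (adjusted p = 0.142), WT replicate 2 (0.125), OBF-1 replicate 1 (0.0966), OBF-1 replicate 2 (0.115), Aiolos replicate 2 (0.104) or double-mutant replicate 1 (0.092), nor after quantile normalization (0.0622), and that of Lgr5 passed without WT replicate 2 (0.0485), with a replicate block (0.0218) and with a trend and robust fit (0.0288). In 3 other Gsn probe sets the interaction also passed, at 1.27, 1.01 and 0.91 (adjusted p = 0.0065, 0.00878 and 0.021 from limma). Of these Gsn probe sets the first passed with any 1 array left out, the second did not pass without WT replicate 1 (0.0578) or OBF-1 replicate 1 (0.0635), and the last passed only without WT replicate 1 (otherwise 0.059 to 0.107). Without moderation of variances none of these Gsn probe sets passed (adjusted p = 0.377 for the one in Fig. 3C, then 0.298, 0.218 and 0.298). The remaining Gsn probe sets, with only 11.0 and 10.2 intensity units in wild type, did not pass in the interaction. They had 0.026 (adjusted p = 0.951 from limma) and -0.16 (adjusted p = 0.67 from limma).

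**Figure D3:**
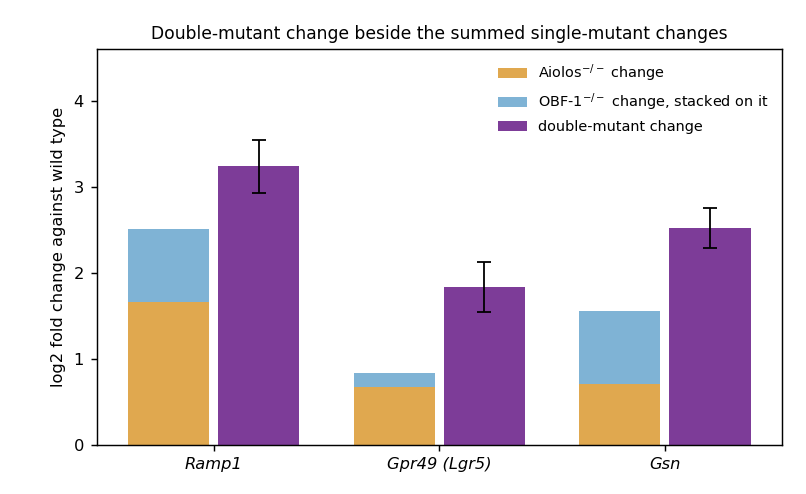
Log2 fold changes against wild type for Ramp1, Lgr5 and Gsn: the changes of the Aiolos and OBF-1 single mutants stacked on each other, beside the change of the double mutant with its 95% interval from limma. The double-mutant bars reach 3.24, 1.84 and 2.52, each above the stacked bars by the interaction of 0.73, 1.00 and 0.96.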

We found that the expression of some genes, like *RAMP1* (calcitonin receptor-activity modifying protein 1), *Gpr49* (a G-protein-coupled receptor), or *Gsn* (Gelsolin, an actin binding and severing protein) was found to be synergistically upregulated in the pre-BII cells from double-deficient mice (Figure 3C). The mRNA expression of the major players in immunoglobulin gene rearrangement (*RAG1-2*, *dntt*, *Ku70*, *polm*) was not altered by the absence of Aiolos, OBF-1 or both factors (data not shown). 

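Rag1 and Rag2 encode the recombinase of immunoglobulin genes, Dntt encodes terminal transferase, Xrcc6 encodes Ku70, and Polm encodes DNA polymerase mu. Rag1 mRNA was 3041 ± 198 intensity units in wild type, 2744 ± 220 in the Aiolos single mutant, 3042 ± 276 in the OBF-1 single mutant and 2674 ± 150 in the double mutant (SD, n = 2 arrays each). Its log2 fold change in the double mutant was -0.19 (adjusted p = 0.354 from limma). Rag2 was 279 ± 13.5 in wild type, 254 ± 17.3 and 426 ± 49.6 in the Aiolos and OBF-1 single mutants, and 462 ± 120 in the double mutant (SD, n = 2). Its log2 fold change of 0.70 in the double mutant passed (adjusted p = 0.0139 from limma), but not without WT replicate 1 (0.0957), WT replicate 2 (0.061) or double-mutant replicate 2 (0.0829), and 0.61 in the OBF-1 single mutant did not (adjusted p = 0.0725; 0.0173 without either double-mutant array). Dntt rose from 70.6 ± 2.71 to 106 ± 2.44 in the double mutant (SD, n = 2; log2 fold change 0.59, adjusted p = 0.00237 from limma). Without Aiolos it rose by 0.45 (adjusted p = 0.0404 from limma), which did not pass without WT replicate 1 (0.242), WT replicate 2 (0.0912), Aiolos replicate 1 (0.224) or Aiolos replicate 2 (0.122). Without OBF-1 its change was 0.41 (adjusted p = 0.0533 from limma; 0.0322 with a floor of 100 and 0.0333 with the paper's intensity filter). Another Dntt probe set passed there (0.47, adjusted p = 0.0193 from limma) and in the double mutant (0.40, adjusted p = 0.0177), not without Aiolos (0.20, adjusted p = 0.26). Both of its calls were lost with any 1 of the compared arrays left out. The changes were then 0.415 to 0.529 without OBF-1 and 0.362 to 0.441 in the double mutant. Without moderation of variances it passed in neither (adjusted p = 0.143 and 0.0705 from limma). Polm fell by 0.46 in the OBF-1 single mutant (adjusted p = 0.048 from limma), a call lost whichever 1 of the 8 arrays was left out (adjusted p from 0.0525 to 0.323). Xrcc6 had log2 fold changes of -0.093, 0.31 and 0.19 in the Aiolos single, OBF-1 single and double mutant, none of which passed. Of 11 measured genes among 14 of V(D)J recombination and end joining, 1 was higher in the Aiolos single mutant (2 higher and 1 lower when adjusted over the list alone), 1 was lower in the OBF-1 single mutant (3 higher and 1 lower over the list alone), and 2 were higher and 1 was lower in the double mutant (the same counts over the list alone). The gene lower in the double mutant was Hmgb2 (log2 fold change -0.51, adjusted p = 0.0117 from limma), which did not pass without WT replicate 1 (0.0698), WT replicate 2 (0.0679) or double-mutant replicate 1 (0.0995). The list's median log2 fold changes were -0.00559, 0.00582 and 0.137 (camera, adjusted p = 0.931, 0.889 and 0.62), and arrays without Aiolos were washed on the other fluidics station.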

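The surrogate light chain pairs with the immunoglobulin heavy chain in the pre-B cell receptor. It is made of λ5, encoded by Igll1, and of VpreB, encoded by Vpreb1 and Vpreb2. Igll1 mRNA, read by the probe set printed in Fig. 3D, was 304 ± 33.1 intensity units in wild type pre-BII cells and 542 ± 5.33 in OBF-1 single-mutant pre-BII cells (SD, n = 2 arrays each). It was 2989 ± 239 in Aiolos single-mutant and 5656 ± 351 in double-mutant pre-BII cells (SD, n = 2). Vpreb1 was 193 ± 3.04 in wild type, 434 ± 38.9 in the OBF-1 single mutant, 1405 ± 42.1 in the Aiolos single mutant and 3360 ± 167 in the double mutant (SD, n = 2). The probe set the paper prints for VpreB2 is annotated to both Vpreb1 and Vpreb2 and had 120 ± 6.75, 227 ± 6.09, 588 ± 49.6 and 1720 ± 75.2 in the same order (SD, n = 2). Another Igll1 probe set had 35.2 ± 8.67 in wild type, 34.2 ± 4.70 in the OBF-1 single mutant, 45.6 ± 1.54 in the Aiolos single mutant and 41.7 ± 6.52 in the double mutant (SD, n = 2), and no change of it passed the test. The Igll1 probe set of Fig. 3D is of a type that can bind several transcripts, so its signal may not come from Igll1 alone. Igll1 and Vpreb1 were the 2 measured members of the list of 3 surrogate light chain genes, and both were higher in each mutant, also when adjusted over the list alone.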

Strikingly, loss of Aiolos and OBF-1 altered the expression of the genes encoding the SLC, *λ5*, *VpreB1* and *VpreB2* (Figure 3D). The role of Ikaros and Aiolos in regulating expression of *λ5* was recently demonstrated [38], [39]. This regulatory role was confirmed by our observations of a 10-fold increase of *λ5* mRNA expression levels in Aiolos deficient pre-BII cells. Furthermore, the mRNA expression levels of *VpreB1* and *VpreB2* were increased up to 7-fold in Aiolos deficient cells, thus demonstrating a regulatory role of Aiolos for all members of the surrogate light chain. 

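λ5 is the part of the surrogate light chain encoded by Igll1. In Aiolos single-mutant pre-BII cells Igll1 mRNA rose by 3.30 on the log2 scale (standard error 0.11, adjusted p = 2.57e-08 from limma), a 9.85-fold rise over wild type. With any 1 of the 8 arrays left out the rise was 9.12-fold to 10.6-fold. Both Aiolos single-mutant arrays were washed on another fluidics station than the wild type arrays.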

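Vpreb1 and Vpreb2 encode closely related chains. Vpreb1 mRNA rose 7.29-fold in Aiolos single-mutant pre-BII cells over wild type, a log2 fold change of 2.87 (standard error 0.097, adjusted p = 2.57e-08 from limma). The intensity of the probe set annotated to both genes rose 4.89-fold, a log2 fold change of 2.29 (standard error 0.098, adjusted p = 2.62e-07 from limma). The rise cannot be assigned to Vpreb2 alone, and it lies between arrays of different fluidics stations.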

Although *λ5* and *VpreB1,2* mRNA levels were only moderately elevated (2-fold) in OBF-1 deficient pre-BII cells, expression of these genes was increased up to 25-fold in pre-BII cells of the double-mutant mice (Figure 3D) indicating that *λ5*, *VpreB1* and *VpreB2* depend on both Aiolos and OBF-1 for their correct expression.

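The surrogate light chain genes Igll1 and Vpreb1, and a probe set shared by Vpreb1 and Vpreb2, rose in pre-BII cells without OBF-1 and had larger changes in pre-BII cells without both factors. In OBF-1 single-mutant cells Igll1 rose 1.79-fold over wild type, a log2 fold change of 0.84 (standard error 0.11, adjusted p = 0.00118 from limma). Vpreb1 rose 2.25-fold, a log2 fold change of 1.17 (adjusted p = 3.77e-05 from limma), and the shared probe set rose 1.89-fold, a log2 fold change of 0.91 (adjusted p = 0.000311 from limma). Without limma's moderation of the spread, which leaves 4 degrees of freedom, these changes did not pass (adjusted p = 0.166 for Igll1, 0.0887 for Vpreb1 and 0.104 for the shared probe set). Pou2af1, the gene deleted in these mice, did not pass there either (log2 fold change -3.51, adjusted p = 0.0892 from limma). Failing that setting therefore cannot show that a gene is unchanged. Both genotypes were washed on 1 fluidics station. In double-mutant cells the rise was 18.6-fold for Igll1, 17.4-fold for Vpreb1 and 14.3-fold for the shared probe set, log2 fold changes of 4.22, 4.12 and 3.84 (adjusted p = 6.66e-10 for each from limma), across stations. The double-mutant log2 fold change minus the sum of those in the single mutants was 0.082 for Igll1 (95% interval -0.24 to 0.41, adjusted p = 0.853 from limma). It was 0.089 for Vpreb1 (adjusted p = 0.821 from limma) and 0.64 for the shared probe set (adjusted p = 0.149 from limma). From the moderate rise without OBF-1 and the larger rise in the double mutant (Figure 3D), the paper reads a dependence of λ5, VpreB1 and VpreB2 on Aiolos as well as OBF-1 for their correct expression.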

**Figure 2:**
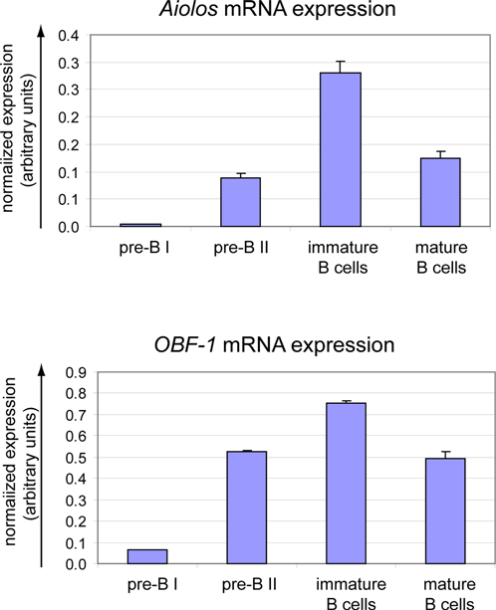
Expression pattern of *Aiolos* and *OBF-1* in the bone marrow. The indicated B cell fractions were sorted by FACS and expression of *Aiolos* and *OBF-1* was determined by real time RT-PCR and normalized to the expression of *Ubiquitin C*. Similar results were obtained when using *RPII* for normalization. The histograms represent the mean±SE based on the analysis of at least three independent samples per stage.

**Figure 3:**
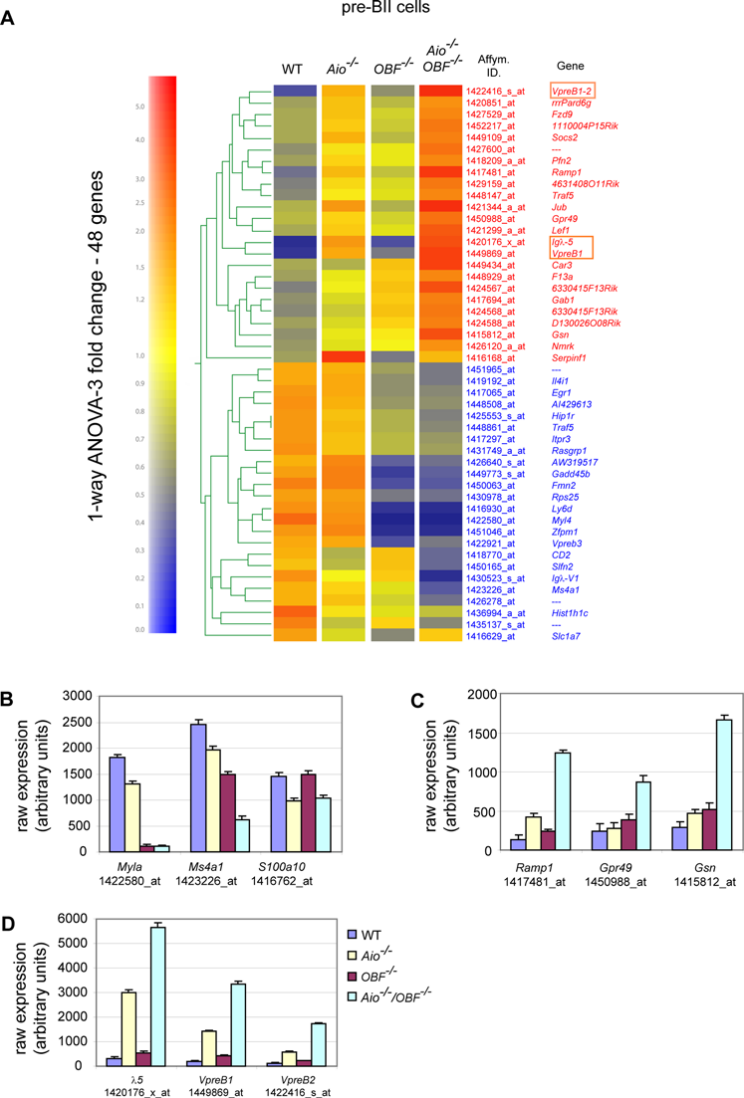
Identification of genes regulated by Aiolos and OBF-1 in pre-BII cells. Gene expression profiles in B220^+^CD25^+^ pre-BII cells were determined by MOE430a Affymetrix GeneChip; for each genotype two RNA samples were prepared from independent pools of mice and microarray analysis was done in duplicate. (A) 48 genes showed a 3 fold expression changes in single- or double-mutant pre-BII cells compared to pre-BII cells from wild type mice (p-value cutoff: 0.05). The genes are grouped according to their expression profile in pre-BII cells from all genotypes. Low mRNA expression, blue; high mRNA expression, red. (B) Expression of genes that have been reported previously to be dependent on OBF-1 expression: *Myla*, *Ms4a1*, *S100a10*. (C) Expression of genes that show a strong expression increase specifically in *Aio^−/−^/OBF-1^−/−^* pre-B cells: *Ramp1*, *Gpr49*, *Gelsolin* (*Gsn*). (D) Expression of the surrogate light chain genes: *λ5*, *VpreB1* and *VpreB2*. Figures show raw Affymetrix expression score after array normalization.

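The genes drawn in Fig. 3A include Igll1, Vpreb1, Ramp1, Myl4 and Ly6d, which have the values given beside the conclusions on them. At a 3-fold change in at least 1 mutant and an unadjusted p under 0.05 from limma's F test over the 4 genotypes, 85 probe sets passed. All 48 probe sets printed in Fig. 3A were found. Of these, 47 passed both thresholds and 48 had their largest change in the direction of their group in the figure. All 48 passed at an adjusted p under 0.05 from limma in at least 1 mutant. Restricting the test to the 8983 probe sets with a mean intensity between 100 and 1000 in at least 1 genotype left 76 probe sets, 46 of them in Fig. 3A. A 1-way comparison of the genotypes without moderation gave 78 probe sets, 47 of them in Fig. 3A, and 23 after Benjamini-Hochberg adjustment. Of the comparisons with wild type, only that of the OBF-1 single mutant lies within a fluidics station.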

### Pre-BII cells lacking Aiolos and OBF-1 fail to downregulate the components of the surrogate light chain

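Sorted B220+ CD25+ cells hold both dividing large pre-BII cells and resting small pre-BII cells. Igll1 and Vpreb1 had the largest rises of all probe sets in Aiolos single-mutant and in double-mutant pre-BII cells. Other genes of the earlier pro-B and pre-BI cells moved less. Socs2, which encodes a suppressor of cytokine signalling, rose by 1.76 on the log2 scale in the double mutant (adjusted p = 7.14e-05 from limma) and Spn, which encodes CD43, by 0.96 (adjusted p = 9.68e-05 from limma). Enpep, which encodes the antigen BP-1, rose by 1.26 in the double mutant (adjusted p = 0.000554 from limma), with -0.15 and -0.082 in the Aiolos and OBF-1 single mutants. Of 16 pro-B and pre-BI markers, all measured, 6 were higher and 1 was lower in the double mutant, with the same counts when adjusted over the list alone. In the Aiolos single mutant 4 were higher (6 over the list alone) and none was lower, and in the OBF-1 single mutant 1 was higher and 1 was lower (4 and 1 over the list alone). The median log2 fold change of the list was 0.093 in the double mutant and its mean 0.428 (camera, adjusted p = 0.00777, and adjusted p = 0.398 with an estimated correlation). It was 0.162 in the Aiolos single mutant (camera, adjusted p = 0.0041, and adjusted p = 0.398 with an estimated correlation) and 0.0289 in the OBF-1 single mutant (camera, adjusted p = 0.598). Of 33 measured genes among 35 of the cell cycle, none was higher and 2 were lower in the double mutant (1 and 4 over the list alone), namely Ccnd2 (log2 fold change -0.92) and Cdt1 (-0.55). Ccnd2 did not pass without WT replicate 2 (adjusted p = 0.0569) or double-mutant replicate 1 (0.0603), nor Cdt1 without WT replicate 1 (0.0844), WT replicate 2 (0.099) or double-mutant replicate 2 (0.117), and another Cdt1 probe set had -0.27 (adjusted p = 0.0914). In the single mutants 1 cell cycle gene was lower without Aiolos (4 over the list alone), and 2 were higher and 1 was lower without OBF-1 (the same over the list alone). The cell cycle list had a median of -0.166 in the Aiolos single mutant (camera, adjusted p = 3.7e-08, and adjusted p = 0.446 with an estimated correlation) and 0.121 in the OBF-1 single mutant (camera, adjusted p = 0.144), which passed without OBF-1 replicate 1 (median 0.183, adjusted p = 0.0113) and after quantile normalization (0.0396). Its median in the double mutant was -0.154 (camera, adjusted p = 0.00115, and adjusted p = 0.534 with an estimated correlation), which did not pass without double-mutant replicate 1 (0.131). The arrays do not separate large from small pre-BII cells, and those without Aiolos were washed on the other fluidics station.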

The combined expression data from pooled large and small pre-BII cells demonstrated strikingly elevated levels of *VpreB1*, *2* and *λ5* mRNA in Aiolos single- and Aiolos/OBF-1 double-mutant mice. To determine whether this was the result of a net increase in transcription or a failure to properly silence these loci during development, *λ5* mRNA expression was determined by quantitative RT-PCR in pre-BI cells, as well as in large or small pre-BII cells (Figure 4A). In wild type animals the *λ5* gene was highly expressed at the pre-BI cell stage and subsequently downregulated more than ten-fold in large and small pre-BII cells, in agreement with previous results [6], [40]. Aiolos single-mutant mice showed normal *λ5* mRNA levels in pre-BI cells, indicating that at this stage Aiolos does not influence expression of the *λ5* gene. In contrast, in large or small pre-BII cells from *Aiolos^−/−^* mice, *λ5* mRNA levels were reduced only two-fold compared to the pre-BI stage. The absence of OBF-1 led to a striking two-fold increase in *λ5* expression in pre-BI cells, but the downregulation in large and small pre-BII cells was almost normal. Remarkably, the absence of both Aiolos and OBF-1 resulted in elevated *λ5* mRNA levels in pre-BI cells, which were sustained in both large and small pre-BII cells (Figure 4A). In order to determine whether *Aiolos^−/−^/OBF-1^−/−^* mice are able to silence the expression of the *λ5* gene at all, the expression of *λ5* mRNA was determined in splenic mature resting B cells. As shown in Figure 4B, *λ5* mRNA was not detected in splenic B cells, irrespective of genotype (See also Supplemental Figure S1A). Thus, an additional silencing mechanism exists, which is independent of Aiolos and OBF-1. In contrast to this, the *Gelsolin* gene, which also showed increased expression levels in the bone marrow of mutant mice, maintained elevated levels in splenic B cells (Supplemental Figure S1A–B). This indicates that in *Aiolos^−/−^/OBF-1^−/−^* mice, the few B cells that migrate to the spleen and develop into mature B cells, successfully silence the *λ5* locus, but are still deregulated in the mRNA expression of other Aiolos/OBF-1 dependent genes.

**Figure 4:**
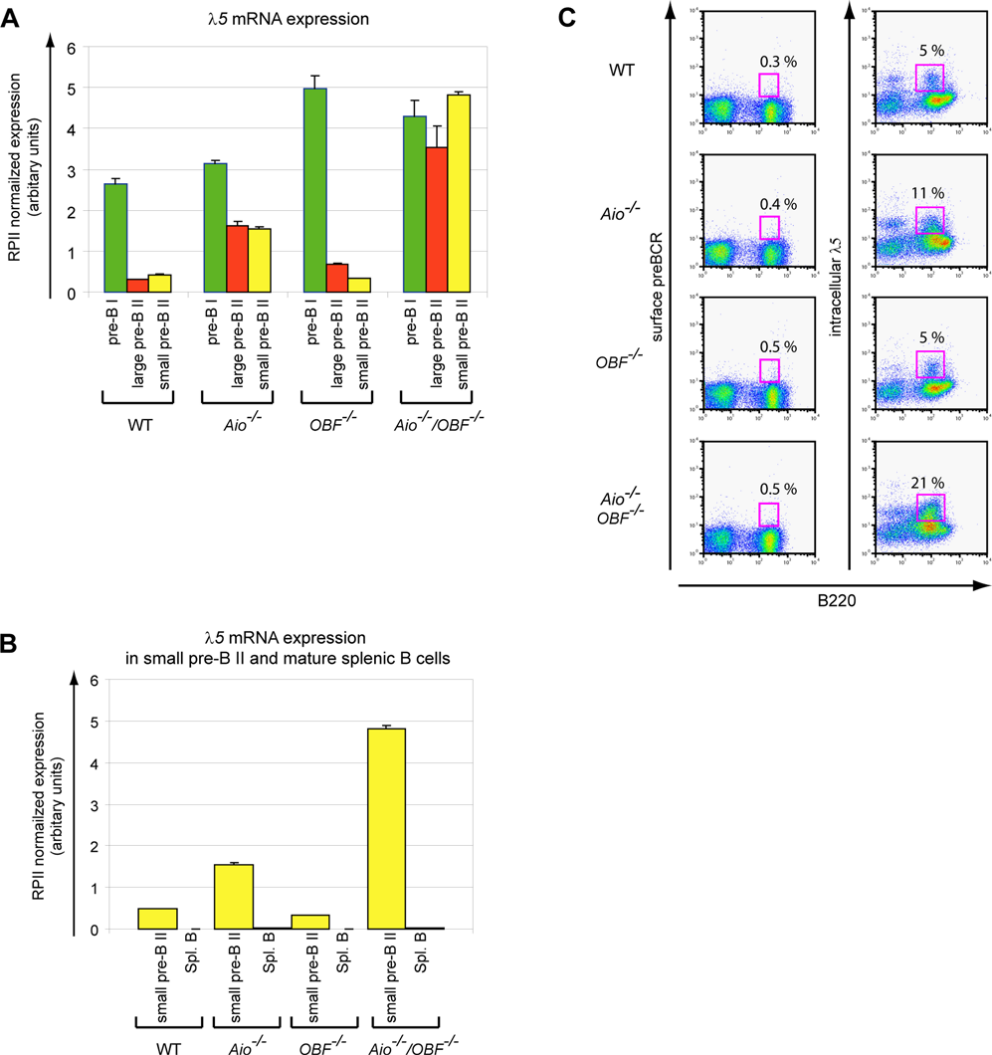
Silencing of *λ5* expression at the pre-BII cell stage is impaired in absence of Aiolos and OBF-1. (A) *λ5* expression in pre-BI and pre-BII cells of the different genotypes. Pre-BI cells (B220^+^ckit^+^IgM^−^), large or small pre-BII cells (B220^+^CD25^+^IgM^−^, discriminated on the basis of their FSC profile) were sorted from wild type, single- and double-deficient mice and *λ5* expression was analyzed by real time RT-PCR. The histograms represent the mean±SE based on the analysis of at least three independent samples per genotype/stage. (B) Downregulation of *λ5* expression in *Aiolos^−/−^/OBF-1^−/−^* splenic mature B cells. Small pre-BII (B220^+^CD25^+^IgM^−^) and splenic mature B (B220^+^IgM^low^IgD^high^) cells of wild type, single- and double-deficient mice were sorted and the expression analysis was done by real time RT-PCR, as above. The histograms represent the mean±SE based on the analysis of two to three independent samples per genotype/stage. (C) Aiolos/OBF-1 double-deficient pre-BII cells fail to downregulate *λ5* expression, but have a normal pre-BCR expression at the cell surface. Bone marrow cells from wild type, single- and double-mutant mice were stained for B220 together with surface pre-BCR (left panels) or intracellular surrogate light chain (λ5, right panels). Representative stainings are presented.

In wild type pre-BII cells the pre-BCR has a high turnover and most is retained in the endoplasmatic reticulum, resulting in low expression at the cell surface [41], [42]. However, mice with impaired pre-BCR signaling, such as SLP65 or Irf4/Irf8 mutant mice, show increased surface expression levels of the pre-BCR due to impaired receptor internalization [43]. In order to test for a change in surface pre-BCR or intracellular λ5 expression, bone marrow cells from wild type and mutant mice were stained with specific antibodies against the pre-BCR and the λ5 chain. By flow cytometry analysis the single-and double-mutant mice showed no significant increase in pre-BCR expression at the surface of bone marrow B-lineage cells (Figure 4C). In contrast, the proportion of B-lineage cells expressing intracellular λ5 was two-or four-fold increased in Aiolos and double-mutant mice, respectively, whereas λ5 protein levels determined by mean fluorescence levels in flow cytometry were only marginally elevated (Figure 4C). Thus, the increase in small, but not large, pre-BII cells in Aiolos and double deficient mice indicates that the observed increase in *λ5* mRNA and protein levels is not due to an accumulation of early B cells that normally express *λ5* at higher levels, but rather is caused by inappropriately high expression of the *λ5* locus in small pre-BII cells. Furthermore, although *λ5* mRNA and protein levels are higher in pre-BII B cells from Aiolos and double-mutant mice, the mechanism of pre-BCR internalization is not impaired in the pre-BII cells from these mice.

### Direct regulation of *λ5* by Aiolos and OBF-1

In mice the *λ5* and *VpreB* genes are located on chromosome 16; *VpreB1* and *λ5* are separated by 4 kb and *VpreB2* is located 1 Mb downstream of the *VpreB1-λ5* locus. This region also contains a gene encoding the ubiquitously expressed *TopoisomeraseIIIβ* (*Top3β*) which is located only 1.5 kb upstream from *VpreB1* (Figure 5A). Expression of the *λ5* and *VpreB* genes is initiated by and dependent on the basic helix–loop–helix proteins E12 and E47 and on the zinc finger/helix-loop-helix early B-cell factor (EBF) [44]. Although there are indications for a direct interaction of Aiolos/Ikaros with the *λ5* promoter/enhancer region [38], [45], no direct interaction of OBF-1 with the *λ5* locus has been documented so far. Bioinformatics analysis using PROMO [46] revealed three putative octamer binding sites (Octamer 1: CTTTGCAT (−768 to −775), Octamer 2: GTTTGCAT (−2028 to −2035) and Octamer 3: ATGCAAAT (−3557 to −3550; consensus –ATTTGCAT-) in the *λ5* 5′ regulatory region [47] (Figure 5A).

**Figure 5:**
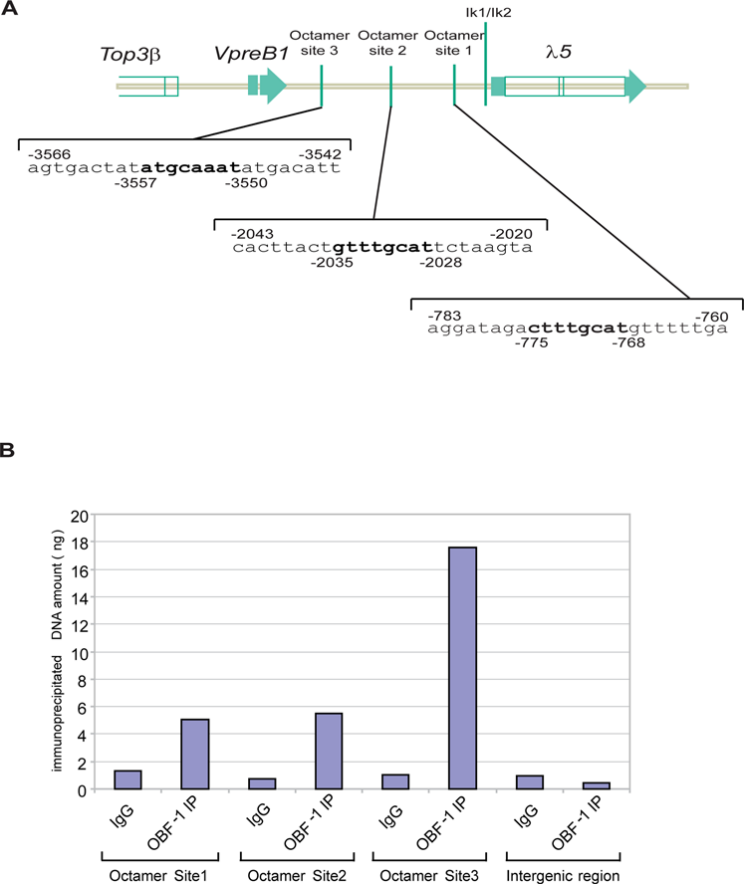
OBF-1 binds to the *λ5* promoter region *in vivo*. (A) Organization of the *λ5* locus and partial sequence of the *λ5* promoter region. Three putative octamer sites were identified *in silico*. (B) OBF-1 binds to the *λ5* regulatory region. Binding of OBF-1 to three putative octamer sites (−769 to −776), (−2029 to −2036) and (−3557 to −3550) was tested by ChIP analysis. As negative controls, ChIP assays were performed with control IgGs, and control amplifications were done with a fragment of an intergenic region from chromosome 8 lacking any octamer site. Immunoprecipitated DNA was quantified by real time PCR. One representative experiment is presented.

To determine whether OBF-1 is bound to these sites *in vivo*, the B lymphoma line A20J was used for chromatin immunoprecipitation (ChIP) assays. Binding of OBF-1 was detected by ChIP using an anti-OBF-1 antibody and formaldehyde-crosslinked chromatin from A20J cells. Detection of the immunoprecipitated DNA was done with a quantitative PCR assay. As shown in Figure 5B, the two proximal octamer sites (sites 1 and 2) were both enriched 5 to 6 fold in comparison to a ChIP done with control IgG. In the same assay, the distal octamer site was even enriched about 18 fold. Thus, all three identified octamer sites in the *λ5* regulatory region bind OBF-1 in B cells. These findings demonstrate that OBF-1 can bind to the regulatory region of the *λ5* locus in B cells and therefore may directly regulate *λ5* transcription.

### The developmental repositioning of the *λ5* locus is dependent on Aiolos and OBF-1

Recent studies by Parker et al. [34] have shown that the *VpreB/λ5* genes are silenced in an asynchronous manner. Using RNA and DNA FISH analysis, it was demonstrated that the *VpreB/λ5* genes are bi-allelically transcribed in pre-BI (CD19^+^ c-kit^+^), mono-allelically in large pre-BII (B220^+^ CD25^+^ IgM^−^) and are subsequently completely repressed in small pre-BII cells (B220^+^ CD25^+^ IgM^−^). This correlates with a sequential recruitment of the *VpreB/λ5* alleles to centromeric DNA and translocation to the nuclear periphery during early B cell development. Several earlier studies have shown that recruitement of genes to heterochromatin and repositioning to the nuclear periphery is a prerequisite for their transcriptional silencing [48]–[50].

In order to determine the impact of Aiolos and OBF-1 on this process, 3D DNA FISH was carried out on sorted pre-BI, small pre-BII as well as splenic mature resting B cells from wild type and mutant mice. A *γ-satellite* probe was used to detect centromeric clusters in conjunction with a *VpreB/λ5* locus probe (Figure 6A). In wild-type pre-BI cells, the majority (65%) of cells has only one *VpreB1*/*λ5* allele colocalizing with centromeric DNA and only a small proportion (13%) of the cells show both alleles positioned at the centromeric heterochromatin (Figure 6B). In the course of B cell development, a shift can be observed, as the *VpreB1*/*λ5* alleles become progressively recruited to the centromeric DNA at the small pre-BII cell stage: at this stage a much greater proportion (48%) of the cells have both alleles associated with centromeric DNA and a minority of the cells (38%) have only one allele centromeric. Finally, in the majority of mature splenic B cells the *VpreB1/λ5* alleles are no longer centromerically-associated. In addition, the recruitment to centromeric DNA is accompanied by translocation of the alleles to the nuclear periphery: while ca. 60% of *VpreB/λ5* alleles are peripheral in wild type pre-BI cells, in small pre-BII or mature splenic B cells about 90% of the alleles are at the nuclear periphery (Figure 6C).

**Figure 6:**
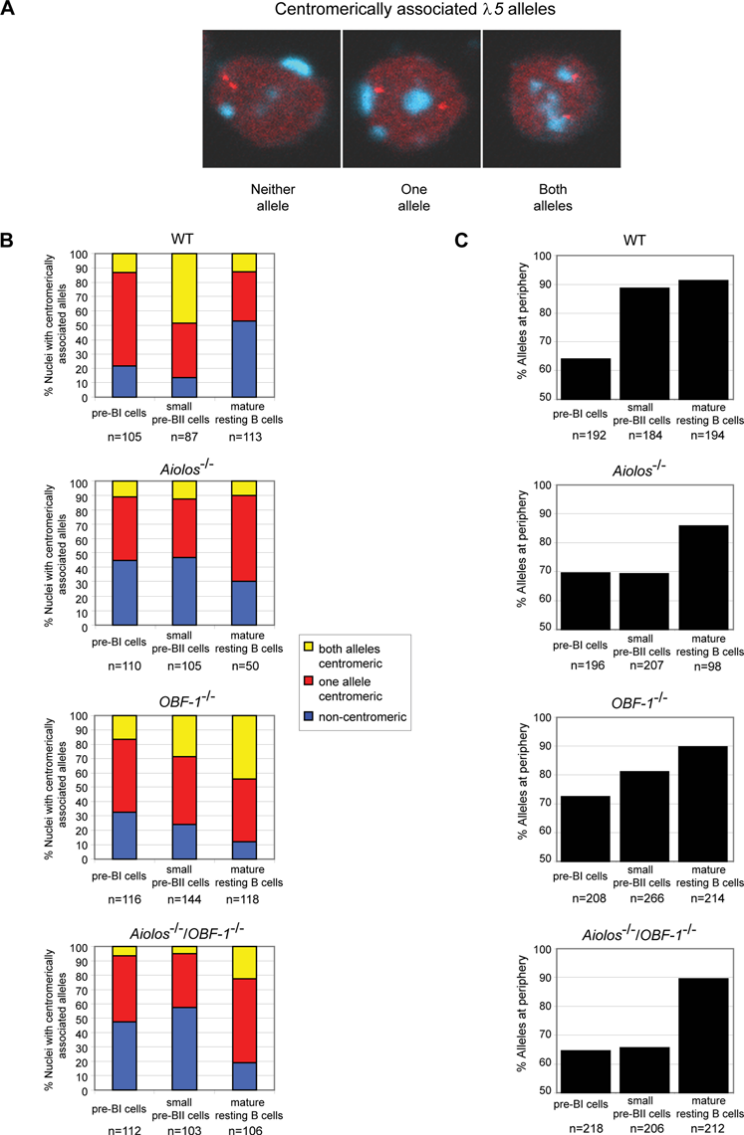
Developmentally regulated nuclear repositioning of the *λ5* locus is impaired in B lymphocytes lacking Aiolos or OBF-1. (A) Representative pictures of the DNA FISH analysis. Confocal sections of nuclei after DNA FISH are shown, combining the *λ5* probe (red staining) with a probe detecting *γ-satellite* DNA (blue staining). The pictures show association of zero, one or both *λ5* alleles with *γ-satellite* DNA. (B) Localization of the *λ5* locus determined by DNA FISH analysis of bone marrow pre-BI (B220^+^ c-kit^+^ IgM^−^), small pre-BII (B220^+^ CD25^+^ IgM^−^), and splenic resting mature B cells (CD4^−^ CD43^−^ Ter^−^ 119^−^). Percentages of nuclei with one (red bar), both (yellow bar) or neither (blue bar) *λ5* allele associated with *γ-satellite* DNA in the indicated populations of wild type, single-and double-deficient mice. (C) Percentages of alleles located at the nuclear periphery in the indicated cell populations.

In contrast to the wild-type, *Aiolos* deficient cells show a delayed recruitment of alleles to the centromeric DNA at the small pre-BII stage: a much smaller proportion of these cells have both *VpreB1/λ5* alleles centromerically associated (12%, compared to 48% for the wild type). Conversely, a much larger proportion of the cells (47%) have the *VpreB1/λ5* alleles not associated with centromeric DNA (Fig. 6B). Furthermore, the proportion of *Aiolos^−/−^ VpreB1/λ5* alleles relocalizing at the periphery does not increase in small pre-BII cells and remains at ca. 70% (Fig. 6C). Yet, despite this delayed recruitment at the small pre-BII stage, the majority (85%) of the *VpreB1/λ5* alleles have repositioned to the nuclear periphery in mature splenic *Aiolos^−/−^* B cells, as in wild type cells. Therefore, delayed recruitment is observed only in the small pre-BII population.

Similarly to the loss of Aiolos, the lack of OBF-1 leads to a delayed centromeric recruitment and repositioning to the nuclear periphery of the *VpreB1/λ5* alleles, albeit less severe (Figure 6B): compared to *Aiolos^−/−^*, a greater proportion of the *OBF-1^−/−^* pre-BII cells have both *VpreB1/λ5* alleles located at the centromere (28%, vs. 12% for *Aiolos^−/−^* cells). Furthermore, the proportion of cells having both alleles located away from the centromeres is smaller than in the case of the Aiolos mutation (24%, vs. 47% for *Aiolos^−/−^* cells). Likewise, the level of peripheral localization is greater than that observed in *Aiolos^−/−^* small pre-BII cells, but less than what is seen in wild type cells.

Finally, the analysis of cells from the Aiolos/OBF-1 double-mutant mice revealed that in the absence of both factors the observed phenotype of delayed recruitment and relocalisation of alleles is further enhanced: a much smaller proportion (only 5%) of the small pre-BII cells have both *VpreB1/λ5* alleles associated with centromeric repeats and a much larger proportion of cells have the *VpreB1/λ5* alleles entirely non-centromeric (57%). Likewise, peripheral localization is further reduced in small pre-BII cells (Figure 6C). Together, these results indicate that the relocalization of *VpreB1/λ5* alleles to centromeric heterochromatin and their repositioning to the nuclear periphery depends primarily on Aiolos but that OBF-1 also contributes to the process.

### High VpreB1 and λ5 expression interferes with B cell maturation *in vitro*

The expression of members of the surrogate light chain VpreB1, 2 and λ5 is tightly controlled at the transition from pre-BI, large and small pre-BII, to immature B cells, suggesting that this downregulation is essential. In order to test whether high levels of the surrogate light chain could interfere with the maturation of early B cell stages, we set out to overexpress λ5 and VpreB1 in early B cells, using a *λ5-IRES-VpreB1-EGFP* retroviral expression vector (Figure 7A). First, expression of VpreB1 and λ5 from the *λ5-IRES-VpreB1-EGFP* retroviral vector was demonstrated by transducing the immature B cell lymphoma WEHI231 and staining for surface expression of total pre-BCR or λ5 (Figure 7B). Although the SL and endogenous kappa light chain (κLC) can compete for intracellular μHC, no reduction of surface κLC was detected in *λ5-IRES-VpreB1-EGFP* transduced WEHI231 cells, indicating an excess of endogenous intracellular μHC (Figure 7B). Next, IL-7 dependent pro/pre-B cell cultures were transduced with a construct expressing *λ5-IRES-VpreB1-EGFP*, or with a control construct expressing only EGFP (see experimental scheme in Figure 7C). Removal of IL-7 promotes maturation of the cultured pro/pre-B cells into immature B cells which express surface IgM [51] and κLC on their cell surface. After 5 to 7 days culture in the absence of IL-7, *λ5-IRES-VpreB1-EGFP* transduced cells produced only ∼50% of surface κLC^+^ cells compared to control transduced cells expressing only EGFP (Table 1). Hence, overexpression of the surrogate light chain interferes with the maturation of pro/pre-B cells to more mature κLC^+^ expressing B cells *in vitro*.

**Figure 7:**
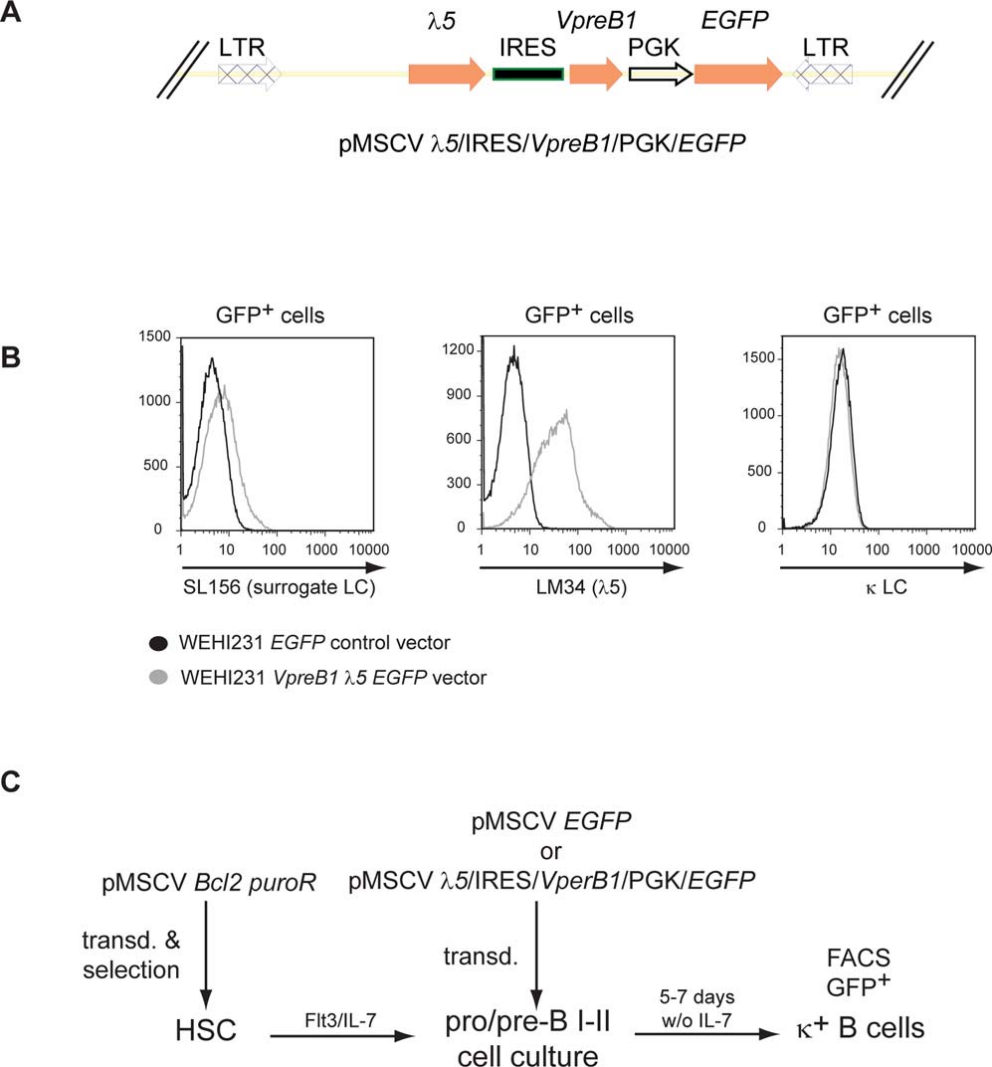
Assessing the role of VpreB1 and λ5 expression for pro B cells maturation *in vitro*. (A) In the upper part a schematic of the retroviral construct used to transduce pro/pre-B cells is presented. The control construct is identical, but only contains EGFP. (B) WEHI231 lymphoma B cells were transduced with either *VpreB1-IRES-λ5-EGFP* or an *EGFP* retroviral expression construct. Expression of VpreB1 and *λ*5 was determined by staining for surface expression of the pre-BCR (SL156) and *λ*5 (LM34). Possible displacement of κLC on transduced WEHI231 cells was determined by staining for surface κLC. Representative stainings are presented. (C) Schematic of the transduction experiment with bone marrow cells. Hematopoietic stem cells (HSC) were first transduced with a Bcl-2 expressing retrovirus to enhance their survival and were differentiated into pro/preB cultures in the presence of Flt3 and IL-7. Subsequently, these cultures were transduced with the indicated retroviruses and differentiated *in vitro* by withdrawing IL-7.

**Table 1:** Expression of VpreB1 and λ5 in pro-B cells impairs their maturation.

		CD19^+^ GFP^+^ κ^−^	CD19^+^ GFP^+^ κ^+^
**Experiment 1** 7 days w/o IL-7	Control vector	76.3%	23.7%
	*VpreB1 λ5* vector	85.3%	14.7%
**Experiment 2** 5 days w/o IL-7	Control vector	83.3%	16.7%
	*VpreB1 λ5* vector	93.1%	6.9%
**Experiment 3** 5 days w/o IL-7	Control vector	89.6%	10.4%
	*VpreB1 λ5* vector	94.6%	5.4%

IL-7 dependent pro-B cells were transduced with *Bcl2* and either a *VpreB1-IRES-λ5-EGFP* or an empty *EGFP* retroviral expression construct. B cell maturation was induced by culturing the transduced pro/pre-B cells without IL-7 for 5 or 7 days, as schematized in Figure 7. The maturation state of the B cells was determined by staining for surface κLC by flow cytometry. The table shows the percentage of more mature κLC positive and less mature κLC negative cells within the *VpreB1-IRES-λ5-EGFP* transduced or mock-transduced EGFP positive B cells.

## Discussion

Aiolos/OBF-1 double-deficient mice show a developmental arrest at the transition from small to immature B cells. This block, at the small pre-BII cell subset, differs in several aspects from the phenotypes previously observed in Btk, SLP65, plcγ and Irf4/Irf8 mutant mice whose development is arrested at the large pre-BII cell stage [39], [52]–[55]. For example, pre-BII cells deficient in Irf4/Irf8 fail to exit the cell cycle, and have elevated pre-BCR on their surface [39], unlike *Aiolos^−/−^/OBF-1^−/−^* preB cells. It is worth noting that the *Irf4* and *8* genes are equally expressed in the pre-BII cells of all the mice examined here (data not shown). 

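Irf4 and Irf8 encode related interferon regulatory factors that act in pre-B cells. Irf4 mRNA was 1593 ± 142 intensity units in wild type, 1710 ± 99.3 in the Aiolos single mutant, 2264 ± 94.3 in the OBF-1 single mutant and 2567 ± 173 in the double mutant (SD, n = 2 arrays each). Its log2 fold change was 0.69 in the double mutant (standard error 0.10, adjusted p = 0.00127 from limma) and 0.51 in the OBF-1 single mutant (adjusted p = 0.0232 from limma). The rise in the OBF-1 single mutant did not pass without WT replicate 1 (adjusted p = 0.0565), WT replicate 2 (0.182), OBF-1 replicate 1 (0.144) or OBF-1 replicate 2 (0.0961). Without Aiolos the Irf4 change was 0.10 (adjusted p = 0.612 from limma). Another Irf4 probe set of lower intensity (119 in wild type) had 0.38 in the double mutant (adjusted p = 0.11, and 0.0402 without either OBF-1 replicate) and 0.12 in the OBF-1 single mutant (adjusted p = 0.747). Without moderation of variances Irf4 did not pass in the double mutant (0.0705) or the OBF-1 single mutant (0.245). Nor did either Irf8 probe set described next pass in the double mutant (adjusted p = 0.246 and 0.248 from limma). The first of these Irf8 probe sets also did not pass there with only the compared genotypes (adjusted p = 0.0582 from limma). Irf8 was 1140 ± 157 in wild type, 1027 ± 72.9 and 982 ± 0.851 in the Aiolos and OBF-1 single mutants, and 825 ± 116 in the double mutant (SD, n = 2). Only its fall in the double mutant passed, a log2 fold change of -0.47 (adjusted p = 0.036 from limma), and not without WT replicate 1 (0.24), OBF-1 replicate 1 or 2 (0.0504 each) or double-mutant replicate 1 (0.253). Another Irf8 probe set fell by 0.61 (adjusted p = 0.0218 from limma), but not without WT replicate 1 (0.179) or double-mutant replicate 1 (0.158). Of 24 measured genes among 26 B-lineage transcription factors, 2 were higher and 5 were lower in the double mutant (2 and 6 when adjusted over the list alone). In the single mutants 1 was higher and 3 were lower without Aiolos (the same over the list alone), and 1 was higher and 1 was lower without OBF-1 (2 and 2 over the list alone). Id3, which encodes an inhibitor of E proteins, fell by 0.98 in the double mutant (adjusted p = 0.000141 from limma), and Lef1 rose by 2.26 (adjusted p = 3.73e-07 from limma). The list's median was -0.0579 in the double mutant (camera, adjusted p = 0.241; 0.0324 without WT replicate 2) and -0.0392 in the OBF-1 single mutant (adjusted p = 0.241; median -0.105 and 0.015 without WT replicate 2). In the Aiolos single mutant it was -0.0838 (camera, adjusted p = 0.0303, and adjusted p = 0.587 with an estimated correlation), which did not pass without WT replicate 1 (0.51) or Aiolos replicate 1 (0.127), after quantile normalization (0.2), with a floor of 100 (0.458) or with the paper's filter (0.536). Arrays without Aiolos were washed on the other fluidics station.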

A block at the small pre-BII cell subset has also been observed in κ/λ double-mutant mice [56]. Although we observed a significant reduction of secondary *κ* or *λ* light chain rearrangement in *Aiolos/OBF-1* double deficient pre-BII cells, most primary *κ* light chain rearrangements and κ expression are normal in these mice. Thus, loss of light chain expression can not explain the defect in B cell maturation seen in Aiolos/OBF double-mutant mice. 

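Pre-BII cells go on to become immature and mature B cells, whose markers had the lowest median change of the tested gene lists in double-mutant pre-BII cells. Of 25 measured immature and mature B cell markers among 29 listed, 2 were higher and 12 were lower in double-mutant pre-BII cells (2 and 13 when adjusted over the list alone), among them Ly6d, Ms4a1, Cd2 and Il4ra. The list's median log2 fold change was -0.493 in the double mutant (camera, adjusted p = 2.58e-10, and adjusted p = 0.398 with an estimated correlation). In the OBF-1 single mutant 1 was higher and 8 were lower (2 and 10 over the list alone), with a median of -0.293 (camera, adjusted p = 3.06e-09, and adjusted p = 0.398 with an estimated correlation). In the Aiolos single mutant none was higher and 3 were lower (5 over the list alone), with a median of -0.0858 (camera, adjusted p = 0.000398, and adjusted p = 0.446 with an estimated correlation; 0.0549 with the paper's intensity filter). Il4ra, which encodes a chain of the interleukin receptor, fell by 1.11 in the double mutant (adjusted p = 0.000676 from limma). Granulocyte and monocyte markers had a positive median of 0.306 in the double mutant (camera, adjusted p = 4.79e-07, and adjusted p = 0.493 with an estimated correlation). Of 20 measured among 24 listed, 9 were higher (12 over the list alone), none was lower and 11 did not pass. Lyz2 rose by 0.56 (adjusted p = 0.00268 from limma) and Ctsg by 0.65 (adjusted p = 0.002 from limma). Erythroid markers had positive medians too, 0.332 in the double mutant and 0.408 in the OBF-1 single mutant, with 4 of 13 measured genes higher in each. These list changes passed (camera, adjusted p = 0.00406 and 4.19e-06), but not with an estimated correlation (adjusted p = 0.563 and 0.493). Whether the granulocyte, monocyte and erythroid signals come from pre-BII cells or from other cells among those sorted was not tested. Among 3 measured immunoglobulin light chain genes of 11 listed, a probe set of Iglv1 that can bind several transcripts fell by 3.24 in the double mutant (adjusted p = 1.99e-06 from limma). That list's median was -0.258 and its mean -1.15 in the double mutant (camera, adjusted p = 0.0248, and adjusted p = 0.493 with an estimated correlation), which did not pass without double-mutant replicate 2 (0.0615). In the OBF-1 single mutant its median was 0.0384 (camera, adjusted p = 0.486), and its sign turned without OBF-1 replicate 1 (median -0.114). With the mean of all probe sets of a gene the list passed there as lower (median -1.1, adjusted p = 7.07e-05). Of 14 measured apoptosis regulators among 17, 1 was lower in the double mutant, and their median was -0.0433 (camera, adjusted p = 0.202). In all, 1938 probe sets passed in the double mutant, 970 higher and 968 lower, against 417 in the Aiolos single mutant (188 higher, 229 lower) and 472 in the OBF-1 single mutant (214 higher, 258 lower). The balance of directions depends on the scaling: with arrays centred on their medians it was 807 higher and 1133 lower in the double mutant, 136 and 307 in the Aiolos single mutant, and 185 and 276 in the OBF-1 single mutant. In the double mutant the count was 1056 without WT replicate 1, 988 without WT replicate 2 and 1030 without double-mutant replicate 1. In the Aiolos single mutant it was 55 without WT replicate 1, 163 without WT replicate 2, 59 without Aiolos replicate 1 and 170 without Aiolos replicate 2. In the OBF-1 single mutant it was 182 without WT replicate 1, 218 without WT replicate 2, 304 without OBF-1 replicate 1 and 204 without OBF-1 replicate 2. The wild type and OBF-1 single-mutant arrays share a fluidics station and the others do not share it with them.

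**Figure D4:**
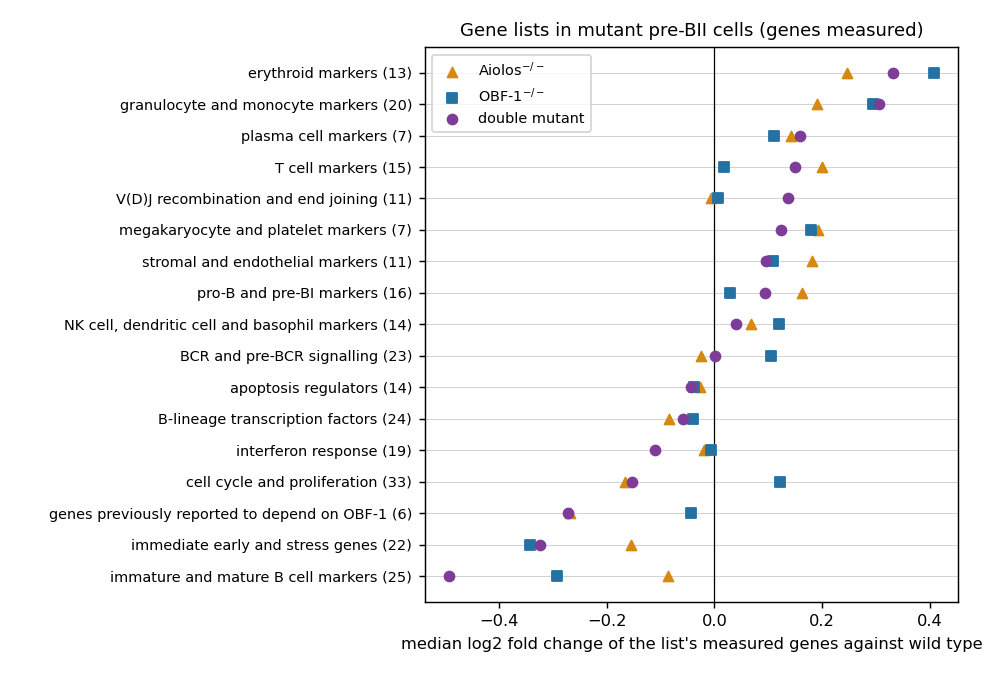
Median log2 fold change against wild type of the measured members of each gene list in the Aiolos single, OBF-1 single and double mutant. The immature and mature B cell markers have medians of -0.0858, -0.293 and -0.493, and the granulocyte and monocyte markers 0.191, 0.295 and 0.306.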

Gene expression analysis of the pre-BII cell stage of all four genotypes identified genes regulated by Aiolos and/or OBF-1 and some of the previously identified target genes [36] were confirmed. 

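B cell receptor signalling runs from the kinases Syk and Btk through the adaptor SLP65, encoded by Blnk, to calcium release and protein kinase C beta, encoded by Prkcb. Syk mRNA was 4840 ± 174 intensity units in wild type and 4831 ± 99.5 in double-mutant pre-BII cells (SD, n = 2 arrays each), with log2 fold changes of -0.12, 0.13 and -0.0025 in the Aiolos single, OBF-1 single and double mutant (adjusted p = 0.465, 0.596 and 0.992 from limma). Other Syk probe sets, which did not pass either, had -0.33 (adjusted p = 0.16) and -0.84 (adjusted p = 0.115) in the Aiolos single mutant. The latter passed with a replicate block (adjusted p = 0.012). Prkcb was 1675 ± 67.3 and 1925 ± 64.8 in wild type and double mutant (SD, n = 2), with log2 fold changes of -0.17, 0.11 and 0.20 (adjusted p = 0.321, 0.669 and 0.217 from limma). Blnk rose from 2745 ± 69.3 in wild type to 3636 ± 35.2 in the double mutant (SD, n = 2), a log2 fold change of 0.41 (standard error 0.088, adjusted p = 0.0136 from limma). That rise did not pass without WT replicate 1 (adjusted p = 0.0863), WT replicate 2 (0.0558) or double-mutant replicate 1 (0.0727). In the Aiolos and OBF-1 single mutants the Blnk changes were 0.19 (adjusted p = 0.265) and 0.34 (adjusted p = 0.0807), and the latter passed after quantile normalization (0.0484), with a floor of 100 intensity units (0.0396) and with a trend and robust fit (0.0137). Lyn was not analysed here. Of 23 measured genes among 30 of B cell receptor and pre-B cell receptor signalling, 6 were higher and 3 were lower in the double mutant (7 and 5 when adjusted over the list alone), none of the probe sets chosen for them passed in the Aiolos single mutant (3 higher and 2 lower over the list alone), and 1 was higher and 3 were lower in the OBF-1 single mutant (3 and 5 over the list alone). Itpr3, which encodes a calcium channel of the endoplasmic reticulum, fell by 1.59 in the double mutant and by 1.29 in the OBF-1 single mutant (adjusted p = 1.33e-05 and 0.000202 from limma). The fall in the OBF-1 single mutant did not pass without moderation of variances (adjusted p = 0.173 from limma). Cd79b, a chain of the receptor itself, fell by 0.81 in the double mutant (adjusted p = 0.000162 from limma), from 6212 ± 2.79 to 3552 ± 179 intensity units (SD, n = 2). Gab1, which encodes an adaptor, rose by 0.97 (adjusted p = 9.64e-05 from limma) in the probe set chosen here, which had 0.42 in the Aiolos single mutant (adjusted p = 0.0639, but 0.0449 with a floor of 100 and 0.0445 with the paper's filter). The Gab1 probe set printed in Fig. 3A rose by 1.92, from 60.7 ± 0.705 to 229 ± 22.7 intensity units (SD, n = 2; adjusted p = 4.72e-07 from limma), and by 0.59 in the Aiolos single mutant (adjusted p = 0.0205), the latter not without WT replicate 1 (0.144), WT replicate 2 (0.0734), Aiolos replicate 1 (0.168) or Aiolos replicate 2 (0.0538). In the OBF-1 single mutant the chosen Gab1 probe set rose by 0.50 and that of Fig. 3A by 1.04 (adjusted p = 0.0258 and 0.000202 from limma). Without moderation of variances neither of these rises passed (adjusted p = 0.247 and 0.123). The list's medians were -0.0251, 0.105 and 0.00162 in the Aiolos single, OBF-1 single and double mutant (camera, adjusted p = 0.565, 0.599 and 0.61), and arrays without Aiolos were washed on the other fluidics station.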

No major transcriptional changes were observed for any of the commonly known components of the BCR signaling pathways (*Btk*, *SLP65*, *Syk*, *Lyn*, *PKCβ*, data not shown). Thus, a function for OBF-1 in regulating *Btk* transcription in pre-B cells [57] could not be confirmed here (data not shown).

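Btk encodes a tyrosine kinase of the pre-B cell receptor and B cell receptor pathways. Its mRNA was 958 ± 37.6 intensity units in wild type, 981 ± 53.8 in the Aiolos single mutant, 1003 ± 7.78 in the OBF-1 single mutant and 957 ± 3.87 in double-mutant pre-BII cells (SD, n = 2 arrays each). The log2 fold change in OBF-1 single-mutant cells was 0.067 (standard error 0.090, adjusted p = 0.812 from limma). It was 0.033 in the Aiolos single mutant (adjusted p = 0.873 from limma) and -0.00048 in the double mutant (adjusted p = 0.999 from limma). No difference of Btk was detectable with 2 arrays per genotype.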

Two recent studies have described Aiolos together with Ikaros as regulators of SLC repression [38], [58]. 

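Cells that lack Aiolos already hold high levels of Igll1 and Vpreb1 mRNA, and the double mutant differs from them by the loss of OBF-1. In double-mutant pre-BII cells Igll1 was 1.89-fold higher than in Aiolos single-mutant cells, a log2 fold change of 0.92 (standard error 0.11, adjusted p = 0.00036 from limma). Vpreb1 was 2.39-fold higher, a log2 fold change of 1.26 (adjusted p = 1.59e-05 from limma), and the probe set annotated to both Vpreb1 and Vpreb2 was 2.93-fold higher, a log2 fold change of 1.55 (adjusted p = 3.45e-06 from limma). All 4 arrays of these genotypes were washed on 1 fluidics station, and both double-mutant arrays were above both Aiolos single-mutant arrays for each of the 3 probe sets. Without moderation of the spread the differences of Igll1 and Vpreb1 did not pass (adjusted p = 0.109 and 0.0527). On the unlogged scale the double-mutant intensity was above the sum of the single effects by 2429 units for Igll1 (standard error 301), 1713 for Vpreb1 (standard error 125) and 1025 for the shared probe set (standard error 64). On the log2 scale, where effects that multiply add up, the interaction passed for none of the 3.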

Our analysis confirmed these observations and also additionally demonstrated an involvement of OBF-1 in the regulation of the genes encoding the SLC. ChIP experiments revealed that OBF-1 binds to three sites within the *λ5* promoter region and thereby can directly influence the regulation of the *VpreB/λ5* locus. In fact, OBF-1 deficient pre-BI cells show a striking increase in *λ5* gene expression, which however does not preclude a nearly normal silencing in pre-BII cells. The two-fold increase of *λ5* mRNA expression in OBF-1 deficient pre-BI cells indicates that at this stage OBF-1 may act as a repressor of *λ5* transcription. All three OBF-1 binding sites that we identified are located in a region upstream of the *λ5* gene that has been recently described as a locus control region. This region is highly H3-H4 dimethylated, H3 acetylated and is a target of transcription factor recruitement (PolII, transcription factor IID complex, E2A, PU.1) in pro/pre B cells [47]. Although OBF-1 has mostly been considered to be a coactivator of Oct1 or Oct2 dependent transcription, some evidence suggests that it may also contribute to transcriptional repression [59]–[61]. So far, it has not been established whether OBF1 binds to the *λ5* promoter together with Oct1 or Oct2, and whether the observed repression may need additional corepressors. However, binding of OBF-1 together with potential corepressors could interfere with the recruitment of essential transcription factors, thus decreasing transcriptional activity of *VpreB1* and *λ5*. Another possibility is that OBF-1 is not acting as a repressor, but that in its absence another, stronger, transcriptional activator can bind and lead to elevated *λ5* expression.

It has been proposed that Ikaros, and not Aiolos is the essential regulator of the *VpreB/λ5* locus [45], [62]. Both Ikaros and Aiolos can bind to two adjacent Ik1 and Ik2 sites proximal to the *λ5* transcription start site. Mutation of the more distal Ik2 site resulted in an increased expression of a *λ5* transgene in activated B cells. Because the Ik1 site overlaps with an EBF binding site within the *λ5* promoter and because the relative amounts of EBF and E2A have an effect on *λ5* transcription, it was proposed that Ikaros mediates silencing of *λ5* by competing with EBF [63]. Two very recent studies [38], [58] have demonstrated that Ikaros can counteract the effect of EBF on *λ5* expression, thereby promoting a balanced *λ5* expression at the pre-BI cell stage. Furthermore, it was found that Aiolos is likely to be the critical factor for silencing the *VpreB/λ5* locus during early B cell development. The results presented here confirm and extend the observations of these studies and additionally show that OBF-1 also contributes to the full silencing of the *λ5* locus.

Recently Parker et al. [34] have shown that silencing of this locus is accompanied by sequential repositioning of *VpreB/λ5* alleles to the nuclear periphery and to pericentromeric heterochromatic clusters. Our DNA FISH analysis shows that silencing of *VpreB/λ5* expression and repositioning of the locus within the nucleus during early B cell development is dependent on Aiolos and also on OBF-1. Surprisingly, Aiolos deficient pre-BI cells already exhibit an altered localization of the *VpreB/λ5* locus within the nucleus, although at this stage no change in *λ5* expression is seen. In contrast, OBF-1 deficient pre-BI cells show a two-fold elevated *λ5* expression, which also coincides with an altered sub-nuclear localization of *VpreB/λ5* alleles, but less pronounced than in Aiolos deficient cells. Our observations suggest that Aiolos and OBF-1 Aiolos and OBF-1 contribute by independent and different molecular mechanisms to silencing of the *VpreB/λ5* locus.

Previous studies have demonstrated that Ikaros binds to heterochromatin through multiple high affinity binding sites [49], [64]. These studies also suggested that Ikaros could directly recruit different gene loci to heterochromatic sites. An Aiolos/Ikaros heterodimer that binds to the *λ5* promoter region could target the *λ5* locus to such high affinity binding sites within the pericentromeric heterochromatic clusters.

The elevated *VpreB/λ5* expression observed in *OBF-1^−/−^* pre-BI cells is important, as in absence of OBF-1 and Aiolos not only is the silencing impaired, but the elevated expression is sustained through early B cell development. At later stages Aiolos and OBF-1 appear dispensable, as in mature B cells from *Aiolos^−/−^* or *Aiolos^−/−^/OBF-1^−/−^* mice the centromeric repositioning of the *VpreB/λ5* alleles is very similar to the repositioning seen in immature B cells from wild type mice (JAS *et al.*, data not shown). Furthermore, in splenic B cells of *Aiolos^−/−^* or *Aiolos^−/−^/OBF-1^−/−^* mice, transcription of the *VpreB/λ5* locus is completely switched off, as in wild type mice. This indicates that at the transition from small pre-BII cell to immature cells an alternative mechanism exists to silence expression of the locus. This Aiolos and OBF-1 independent silencing pathway could be mediated through binding of Ikaros homodimers at the *λ5* promoter. The complete silencing of the *VpreB/λ5* locus observed in splenic B cells of double-deficient mice also indicates that silencing is a prerequisite for immature B cells to exit from the bone marrow compartment. Other genes that are also deregulated in the bone marrow of mutant mice, but that presumably do not affect the pre-B to immature transition, for example *Gelsolin*, are still deregulated and increased in their expression in the splenic B cells from Aiolos/OBF-1 double deficient mice. In agreement with this, Gelsolin deficient mice [65] show a normal B cell development in the bone marrow and periphery (AK et al., data not shown). An alternative explanation could also be that splenic mature B cells lack positive factors that are important for *λ5* transcription. However, based on different experimental evidences, we propose that sustained elevated expression of *VpreB/λ5* interferes with the normal transition from pre-BII to immature B cells. The data presented here show that high expression of *VpreB1* and *λ5* in IL-7 dependent pre-B cells interferes with their maturation into κ light chain expressing cells upon IL-7 removal. These findings are in agreement with a recent study demonstrating that altering the level of VpreB2 expression impairs early B cell development [66]. Furthermore, the analysis of transgenic mice having a deregulated expression of the pre-TCR also supports, by analogy, the hypothesis that strong continuous expression of the pre-BCR can block B cell development [67], [68]. Finally, two very recent studies also support and confirm our results [69], [70]: In particular the analysis of *VpreB1/λ5* double transgenic mice by Van Loo *et al.* [69] revealed a reduction of immature B cells expressing high κLC and a block in early B cell development.

Although *Aiolos^−/−^* or *Aiolos^−/−^/OBF-1^−/−^* mice are both impaired in *λ5* transcriptional silencing, only the double-deficient mice have a block in the transition from pre-BII cells to immature B cells. *VpreB1/λ5* mRNA expression levels are up to 10-fold increased in small pre-BII cells, however this expression level could be below the threshold needed to elicit the phenotype at this stage. The additional increase in expression due to the loss of OBF-1 may be necessary to reach this threshold. A dosage effect has been observed in the case of the pre-TCR; a block in T cell development was detected only in mice with a high copy number and corresponding expression level of the *pTα* transgene [67]. In addition, high expression of the SLC in the small pre-BII cell subset could interfere with the positive and negative selection which occurs at the transition from small pre-BII to immature B cells. Failure of positive or negative selection activates receptor editing and secondary light chain rearrangements in immature B cells [71], [72]. Similarly, Van Loo et al. observed an increase in λLC rearrangements in *VpreB1/λ5* double transgenic B cell [69]. However, the reduction of *Vκ-Jκ5* and *λ* light chain rearrangements in Aiolos/OBF-1 double-mutant pre-BII cells suggests that the rearrangement is delayed, leading to a reduction in secondary rearrangements to *Vκ-Jκ5* and the *λ* light chain.

In summary: through this study, we are able to confirm the role of Aiolos as a regulator of *VpreB/λ5* silencing. Moreover, we could demonstrate that the developmentally regulated nuclear repositioning of the *VpreB/λ5* locus is largely dependent on Aiolos. In addition, we could identify a novel role for OBF-1 in the regulation of *VpreB/λ5* expression, as well as for the nuclear repositioning of the locus. Our findings suggest that Aiolos and OBF-1 are likely to have independent and different molecular functions in the regulation of *VpreB/λ5* expression. The combined loss of Aiolos and OBF-1 ultimately leads to a block of early B cell development at the transition from pre-BII to immature B cells.

## Supporting Information

Figure S1 Sustained cytoplasmic *Gelsolin* mRNA expression in double-deficient splenic mature B cells. (A) Gene expression profiles in IgD^+^ IgM^low^ B220^+^ mature splenic B cells were determined by MOE430a Affymetrix GeneChip; for each genotype two RNA samples were prepared from independent pools of mice and microarray analysis was done in duplicate. Figures show raw Affymetrix expression score after array normalization for *VprB1*, *VpreB2*, *λ5*, *Gelsolin* and *OBF-1*. (B) Cytoplasmic Gelsolin expression in small pre-BII and mature splenic B c ells was measured by real time RT-PCR. The real time RT-PCR assays were normalized to the *RNA polymerase II*.
(0.54 MB TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

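Expression was measured on MOE430A GeneChips in sorted B220+ CD25+ pre-BII cells of wild type, Aiolos single-mutant, OBF-1 single-mutant and double-mutant mice. The paper describes 2 independent pools of 8 mice per genotype, each pool on 1 array, 8 arrays in all. The sample labels give an age of 7 weeks and call each sample bone marrow, for the mutants from a single mouse, without naming sorting or pooling; the paper's description was followed. The intensity values were made by the authors with RMA, which corrects background, normalizes quantiles between arrays and summarizes the probes of each probe set, and they were deposited on a linear scale. The labels name RMA without a version, while the paper names Affymetrix Microarray suite 5 and GeneSpring 5 for its own work. The planned treatment took the values to be on a log2 scale; the deposited values run to more than 10000 units and are linear, so their log2 was taken.

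Each array holds 22690 probe sets, of which 64 controls were left out, and 22626 were tested. On the arrays 40.4 to 41.1% of probe sets had an intensity of at least 100, the ratio of the 3' to the 5' control probe sets was 1.71 to 2.14 for actin and 1.49 to 1.99 for Gapdh, and arrays of different genotypes correlated with an r of 0.9878 to 0.9946. The number of arrays limits the precision. Probe sets were given gene names from a gene table that was used for names and gene order only: 20380 had 1 symbol, 691 had several, 1555 had none, and 20351 were matched to the table, which gave 12393 symbols. For each gene 1 probe set was used. Of those that can bind several transcripts, that of Iglv1 and the one shared by Vpreb1 and Vpreb2 are described as such. The probe sets read for Igll1, Dntt, Top3b and Ms4a6d are also of a type that can bind several transcripts. So are the other Gsn probe sets whose interaction passed. Their signals may therefore not be specific to the gene.

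The log2 values were fitted in R 4.3.3 with limma 3.58.1, with 1 mean per genotype and moderated variances (7.69 prior and 4 residual degrees of freedom). Each mutant was compared with wild type, the double mutant with each single mutant, and the interaction of the deletions was tested as the double-mutant change minus both single-mutant changes. A change counted at a Benjamini-Hochberg adjusted p under 0.05. In the comparisons of a mutant with wild type, for every gene named in the text as having changed, both mutant arrays lay on the same side of both wild type arrays. The wild type and OBF-1 single-mutant arrays were washed on fluidics station 2 and the others on station 1, so station could not be entered in the comparisons across stations. The replicate numbers of different genotypes do not pair the arrays.

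The genes named, apart from Atm, Rps25, Cd22, Fcgr2b and S100a9, which were picked after their values were seen, were set by a rule before the data were examined: each gene the paper names, the 12 largest rises and the 12 largest falls in the double mutant, 10 of each in each single mutant and in the interaction, and up to 4 members of each gene list. The 20 gene lists were the surrogate light chain, genes reported to depend on OBF-1, V(D)J recombination, B-lineage transcription factors, B cell receptor signalling, pro-B and pre-BI markers, cell cycle, immature and mature B cell markers, immunoglobulin light chains, apoptosis regulators, and markers of granulocytes and monocytes, erythroid cells, T cells, plasma cells, NK cells with dendritic cells and basophils, megakaryocytes and stroma, and the immediate early, interferon response and sex-linked genes. The lists with at least 3 measured genes, 19 of them, were tested with camera at a preset correlation of 0.01 between genes, and again with an estimated correlation and with fry. Over 4 comparisons each this made 76 tests. The members were also adjusted over each list alone.

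The paper thresholds were applied as a 3-fold change in at least 1 mutant and an unadjusted p under 0.05 over the genotypes. Shares of genes have exact Clopper-Pearson intervals, which treat genes as independent and do not cover differences between arrays. What the shared wild type arrays alone give was computed from 50 simulations. The alternatives were other normalizations, intensity filters, no moderation of variances, a trend and robust fit, a replicate block, only the compared genotypes, a minimum of 2-fold, a 1-way comparison, for the lists the mean of all probe sets of a gene, and leaving out each array in turn. The treatment was tested on simulated data with 200 changed probe sets of 22626 in 10 runs: it recovered 71% of log2 changes of 0.5 and 99.8% of changes of 1, 7.41% of the calls were false, and camera called 9 of 200 lists without and 50 of 50 with a shift. Genes without a matched probe set, among them Ikzf3, Lyn and Lck, were not analysed here.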

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

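The count of arrays without Aiolos on the station of the wild type arrays, and the reading of the share of lower mature B cell markers as undecided, were chosen only after the result was seen, and the other tests in this part were not.

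The interaction of the deletions, a difference between the effect of losing OBF-1 with and without Aiolos, passed for 42 probe sets (limma), 35 of them above and 7 below the sum of the single changes. Slc1a5, an amino acid transporter gene, was 1872 intensity units in wild type, 977 without Aiolos, 615 without OBF-1 and 1430 in the double mutant, an interaction of 2.14 on the log2 scale (adjusted p = 0.000517). Irs1, an insulin receptor substrate gene, was 421, 394, 385 and 1137 (1.64, adjusted p = 0.00421), and Tmprss3 354, 595, 142 and 636 (1.42, adjusted p = 0.00421). Car3 had an interaction of 1.45 (adjusted p = 0.00421), a probe set of Iglv1 1.50 (adjusted p = 0.00421) and another probe set of Gsn 1.27 (adjusted p = 0.0065). The other Iglv1 probe set, which fell in the double mutant, had an interaction of the opposite sign (-1.59, adjusted p = 0.0795). With any 1 array left out these 6 interactions still passed. Without moderation of variances none of these 6 passed (adjusted p = 0.298 to 0.339 from limma). Prm1 had 2.08 (adjusted p = 6.4e-05), with intensities of 75.5 in wild type and 17.4, 8.30 and 8.12 without Aiolos, without OBF-1 and without both. Its last values are near the minimum of the arrays, so the double mutant could not fall by the sum of the single changes, and this value is no evidence of an interaction. Another Prm1 probe set, with 211 in wild type and 91.1 in the double mutant, had 0.40 (adjusted p = 0.345), and another of Car3 0.44 (adjusted p = 0.417).

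Other interactions depended on single arrays. Enpep had 1.48 (adjusted p = 0.0259), which did not pass without WT replicate 1 (0.0936), WT replicate 2 (0.13), OBF-1 replicate 1 (0.101), OBF-1 replicate 2 (0.0753), Aiolos replicate 1 (0.0526), Aiolos replicate 2 (0.098) or double-mutant replicate 2 (0.0729). Shisa2 had 1.41 (adjusted p = 0.00922), and did not pass without WT replicate 1 (0.0644), WT replicate 2 (0.0576) or OBF-1 replicate 1 (0.0635). Ms4a1 had -0.95 (adjusted p = 0.0177), and passed only without double-mutant replicate 2 (otherwise 0.0526 to 0.0972). Col5a3 had -0.95 (adjusted p = 0.0151), and did not pass without WT replicate 1 (0.0697), WT replicate 2 (0.0787), OBF-1 replicate 1 (0.0733), Aiolos replicate 1 (0.0526) or double-mutant replicate 2 (0.0621). Hspa1b had 1.30 (adjusted p = 0.0208) and passed only with an Aiolos array left out (otherwise 0.064 to 0.117). Serpinf1 had -1.12 (adjusted p = 0.0235) and Nsg2 -0.89 (adjusted p = 0.0259), and both passed only without Aiolos replicate 2 (otherwise 0.0556 to 0.124 and 0.0614 to 0.133). Slfn2 had -0.93 (adjusted p = 0.0259) and passed only without Aiolos replicate 1 (otherwise 0.0733 to 0.133). Vsir had -0.82 (adjusted p = 0.0454) and a probe set of Tcf7l2 -0.76 (adjusted p = 0.0453), and neither passed with any array left out (0.059 to 0.189 and 0.084 to 0.186). The other probe sets of Ms4a1, Col5a3, Hspa1b, Serpinf1, Vsir and Tcf7l2 did not pass in the interaction.

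Gene lists outside those the paper discusses moved in the double mutant. Erythroid markers had a median log2 fold change of 0.332, with 4 of 13 measured genes of 19 higher and none lower (6 higher over the list alone; camera, adjusted p = 0.00406, and adjusted p = 0.563 with an estimated correlation). Car2 rose from 389 to 881 intensity units (log2 fold change 1.18, adjusted p = 0.000399). In the OBF-1 single mutant the median was 0.408, with 4 higher (8 over the list alone; adjusted p = 4.19e-06, and adjusted p = 0.493 with an estimated correlation), and without Aiolos 0.246, with none higher (3 over the list alone; adjusted p = 0.00853, and adjusted p = 0.605 with an estimated correlation). Granulocyte and monocyte markers had a median of 0.306 in the double mutant (camera, adjusted p = 4.79e-07, and adjusted p = 0.493 with an estimated correlation), 0.295 in the OBF-1 single mutant (adjusted p = 2.33e-08, and adjusted p = 0.493 with an estimated correlation) and 0.191 in the Aiolos single mutant (adjusted p = 0.000407, and adjusted p = 0.563 with an estimated correlation). In the OBF-1 single mutant 4 of these were higher (12 over the list alone) and in the Aiolos single mutant 1 (2 over the list alone). The most abundant of them, S100a9, was 5990 in wild type and 6317 in the double mutant. Whether other cells among those sorted gave these marker signals was not tested. For 3 lists the interaction passed: erythroid markers (median -0.317; adjusted p = 0.00115, and adjusted p = 0.534 with an estimated correlation; 0.0894 without OBF-1 replicate 2), granulocyte and monocyte markers (-0.188; adjusted p = 0.00869, and adjusted p = 0.647 with an estimated correlation; 0.403 without OBF-1 replicate 2 and 0.0688 without double-mutant replicate 1) and immunoglobulin light chains (-0.373; adjusted p = 0.0258, and adjusted p = 0.493 with an estimated correlation; 0.0532 without WT replicate 1, 0.0594 without OBF-1 replicate 1 and 0.0595 without double-mutant replicate 1). With the mean of all probe sets of a gene the light chain interaction was -0.103 (adjusted p = 0.712).

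Immediate early and stress genes had a median of -0.324 in the double mutant, with 10 of 22 lower and none higher (12 lower over the list alone; camera, adjusted p = 2.36e-06, and adjusted p = 0.493 with an estimated correlation). Jun fell by 1.89 (adjusted p = 0.00203). In the OBF-1 single mutant the median was -0.342, with 6 lower (12 over the list alone; adjusted p = 2.33e-08, and adjusted p = 0.446 with an estimated correlation). Without Aiolos it was -0.156, with 2 lower (2 higher and 4 lower over the list alone; adjusted p = 0.0248, and adjusted p = 0.647 with an estimated correlation), which did not pass without WT replicate 1 (0.361) or Aiolos replicate 1 (0.608), nor with centred arrays (0.0547), a floor of 100 (0.0803) or the paper's intensity filter (0.0641). Interferon response genes had a median of -0.111 in the double mutant, with 1 higher and 4 lower of 19 measured of 23 (1 and 5 over the list alone; adjusted p = 0.00473, and adjusted p = 0.534 with an estimated correlation), which did not pass without WT replicate 1 (0.234) or double-mutant replicate 1 (0.0595). Ifi27l2a fell from 1462 to 474 intensity units (log2 fold change -1.62, adjusted p = 1.79e-06). The cell cycle list had a median of -0.154 (adjusted p = 0.00115, and adjusted p = 0.534 with an estimated correlation), which did not pass without double-mutant replicate 1 (0.131).

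The surrogate light chain genes were higher without Aiolos, and cells of another stage were weighed as a source. More pre-BI cells were assumed to raise the other pro-B and pre-BI markers by a log2 fold change of at least 1. No pre-BI profile was measured on these arrays to set that bound. The median of these markers was 0.093 (95% bootstrap interval -0.088 to 0.875), which argues against pre-BI cells as the whole cause only if the bound holds. Of the 16 markers 6 were higher and 1 was lower (camera, up, adjusted p = 0.00777, and adjusted p = 0.398 with an estimated correlation), so on the arrays a part from pre-BI cells stays open. More dividing large pre-BII cells would raise the cell cycle genes, whose median was -0.154 (-0.22 to -0.0778), which argues against that. The fluidics station does not account for the part seen within a station, where Igll1 differed by 0.921 between double-mutant and Aiolos single-mutant cells (0.69 to 1.15) and by 0.839 between OBF-1 single-mutant and wild type cells (0.607 to 1.07). For the rise in Aiolos single-mutant over wild type cells, 0 arrays without Aiolos were washed on the station of the wild type arrays. Genotype and station therefore cannot be told apart on the arrays, and regulation by Aiolos stays open there. The paper also has measures without arrays. By RT-PCR on sorted stages, λ5 mRNA fell less from pre-BI to small pre-BII cells without Aiolos than in wild type (Figure 4A). More B-lineage cells held intracellular λ5 without Aiolos (Figure 4C). The fluidics station cannot account for these measures. From them and the cell numbers the paper reads too high λ5 expression in small pre-BII cells, not a build-up of earlier cells.

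Markers of immature and mature B cells were lower in the double mutant, 22 of 25 (88%, exact interval 68.8 to 97.5) having a negative change, while erythroid markers and granulocyte and monocyte markers had positive medians (0.332 and 0.306). Fewer such cells among the sorted cells and lower expression in the pre-BII cells themselves, whose genotypes differ by design, both predict such a share, so it favours neither and they cannot be told apart by it. The paper describes the array sort as B220+ CD25+, without the exclusion of IgM+ cells named for its RT-PCR and FISH sorts. Whether the sort removed immature B cells was not tested. The paper reports severely reduced immature B cells in double-mutant bone marrow (Figure 1A). Within the list Cd22 and Fcgr2b had positive changes of 0.44 and 0.82, which a loss of cells would not give, but pre-BII cells could express both genes. Ly6d fell without OBF-1 and Cd2 without Aiolos.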

How the results depend on the processing

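The paper thresholds with a moderated F test after Benjamini-Hochberg adjustment and with a 1-way comparison and the paper's intensity filter were chosen only after the results were seen; all other tests in this part were planned.

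Without moderation of variances 359 probe sets passed in the double mutant, 6 in the Aiolos single mutant, 9 in the OBF-1 single mutant and 0 in the interaction (limma without moderation; with it, 2677 had an unadjusted p under 0.05). The surrogate light chain genes kept their direction but did not pass there for Igll1 without OBF-1 (0.84, adjusted p = 0.166) and in the double against the Aiolos single mutant (0.92, adjusted p = 0.109), for Vpreb1 in the same comparisons (1.17, adjusted p = 0.0887; 1.26, adjusted p = 0.0527) and for the shared Vpreb1 and Vpreb2 probe set without OBF-1 (0.91, adjusted p = 0.104). Fewer degrees of freedom are part of this setting by its construction. Even the deleted gene Pou2af1 did not pass there in the OBF-1 single mutant (-3.51, adjusted p = 0.0892 from limma). Failing this setting therefore cannot show that a gene is unchanged. With a minimum of 2-fold 253, 38, 102 and 21 probe sets passed in the double mutant, the Aiolos and OBF-1 single mutants and the interaction, and the changes of 0.84, 0.92 and 0.91 fell below it. With only the genotypes compared 251 passed in the Aiolos single mutant. At the paper thresholds the 1-way comparison gave 23 after adjustment. The cause of the other shifts was not tested.

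With each array left out in turn, 988 to 1888 probe sets passed in the double mutant, 55 to 481 in the Aiolos single mutant, 182 to 478 in the OBF-1 single mutant and 10 to 37 in the interaction. The interaction count was 12 without WT replicate 1, 15 without WT replicate 2, 10 without OBF-1 replicate 1, 22 without OBF-1 replicate 2, 21 without Aiolos replicate 1, 25 without double-mutant replicate 1 and 20 without double-mutant replicate 2. A lone array is assumed to vary like the other genotypes. Of the lower genes 87.6 to 95.9% were lower in the OBF-1 single mutant, and of the higher genes 95.6 to 98.5% were partly higher in a single mutant. Both ranges reach beyond the Clopper-Pearson intervals of these shares. These shares were 98.7 and 97.5% with a minimum of 2-fold and 95.5 and 100% at 3-fold. The share of lower genes that also passed in the OBF-1 single mutant was 22.8%, with 13.2% without OBF-1 replicate 2, 41.8% without double-mutant replicate 1 and 5% without moderation.

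Of the gene list tests 27 passed, 0 with an estimated correlation in camera and 8 with fry. The replicate block gave 2027 probe sets in the double mutant; the deviations of paired replicate numbers correlated at -0.0875 to 0.103, so the numbers do not pair the arrays. For named genes that had passed, 2313 results under the alternatives kept the call and 505 lost it, and none reversed. The station could not be entered for the Aiolos comparisons, and only the compared genotypes could not be used for the interaction.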

Differences from the paper's values

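The paper thresholds with a moderated F test after Benjamini-Hochberg adjustment and with a 1-way comparison and the paper's intensity filter were chosen only after the results were seen.

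The paper gives 48 probe sets at its thresholds, and 85 passed them here. The difference stayed above 1.5-fold under each of the alternatives set before the data were examined: 86 after quantile normalization, 87 with centred arrays, 77 with a floor of 100, 76 with the paper's filter of 100 to 1000, 85 with a replicate block, 81 with a trend and robust fit, 78 with a 1-way comparison, 23 with that comparison after adjustment, and 82 to 98 with 1 array left out. With the 1-way comparison and the paper's filter, chosen after the values were seen, it was 71, which is within 1.5-fold of the paper's count and drops 2 of the paper's 48. With the moderated F test after adjustment, also chosen after the values were seen, it was 84.

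The paper draws Gpr49 (Lgr5) higher without OBF-1 than without Aiolos in its bar chart, about 390 and about 280 in Fig. 3C, read by eye. Here it was 275 ± 30.1 without OBF-1 and 389 ± 13.5 without Aiolos (SD, n = 2), the reverse order, while wild type and the double mutant had 247 ± 48.9 and 873 ± 45.4. The colours of the paper's Fig. 3A have Gpr49 higher without Aiolos than without OBF-1, as here, and the bars of Fig. 3C match the values here with these genotypes exchanged. The paper takes the effects of the deletions on Ramp1, Gpr49 and Gsn as synergistic. On the unlogged scale of the paper's figure all 3 were above the sum of the single effects, by 714.5 (standard error 67.2) for Ramp1, 456.9 (standard error 52.6) for Lgr5 and 956.8 (standard error 136) for Gsn, so on that scale the values do not differ from the paper's statement. On the log2 scale the interaction passed for Gsn and did not for Ramp1 (0.73, adjusted p = 0.26 from limma) or Lgr5 (1.00, adjusted p = 0.0743), although Lgr5 passed with a replicate block (0.0218), with a trend and robust fit (0.0288) and without WT replicate 2 (0.0485).

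The paper describes the genes of V(D)J recombination as not altered. Rag1 and Xrcc6 did not pass in any mutant, but Rag2 and Dntt passed as higher in the double mutant (0.70 and 0.59). Polm passed as lower without OBF-1 (-0.46), and another Dntt probe set as higher there (0.47, adjusted p = 0.0193 from limma). The call of that Dntt probe set was lost with any WT or OBF-1 array left out. Without moderation of variances none of these calls passed (adjusted p = 0.228, 0.0619, 0.299 and 0.143 from limma, in the order named). The arrays these calls depend on are given beside that conclusion. The paper describes Irf4 and Irf8 as equally expressed, and here a probe set of Irf4 passed as higher in the double mutant (0.69; adjusted p = 0.0705 from limma without moderation) while another did not (0.38, adjusted p = 0.11). Irf8 passed as lower (-0.47), but not without WT replicate 1 (adjusted p = 0.24 from limma), OBF-1 replicate 1 or 2 (0.0504 each) or double-mutant replicate 1 (0.253). Without moderation of variances the fall of Irf8 did not pass (adjusted p = 0.246 from limma). The paper reports no major change of the B cell receptor signalling genes. Syk, Prkcb and Btk did not pass, and Blnk, which encodes SLP65, passed as higher in the double mutant (0.41), but not without WT replicate 1 (adjusted p = 0.0863 from limma), WT replicate 2 (0.0558) or double-mutant replicate 1 (0.0727).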

Other observations

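All tests in this part were set before their results were seen.

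Syndecan-1, a marker of plasma cells encoded by Sdc1, was 405 intensity units in wild type, 429 without Aiolos, 725 without OBF-1 and 797 in the double mutant, a log2 fold change of 0.98 in the double mutant (adjusted p = 9.64e-05 from limma, higher in both arrays). A probe set of Igha moved the other way, from 357 in wild type to 93.2 in the double mutant (log2 fold change -1.89, adjusted p = 0.000378). Of 7 measured plasma cell markers of 9, 1 was higher and 1 was lower in the double mutant, and the median was 0.158 (camera, adjusted p = 0.62). Top3b lies beside Vpreb1 in the λ5 region. Other Top3b probe sets had double-mutant log2 fold changes of 0.41 (adjusted p = 0.018 from limma, but 0.0877 without moderation of variances) and 0.062 (adjusted p = 0.819). The probe set chosen for the gene did not pass there without moderation (adjusted p = 0.0952 from limma). It was 448 ± 26.2 in wild type, 567 ± 20.2 without Aiolos, 416 ± 32.3 without OBF-1 and 640 ± 37.3 in the double mutant (SD, n = 2 arrays each). Its log2 fold change in the double mutant was 0.52 (adjusted p = 0.00683), which did not pass without WT replicate 1 (0.0647) or double-mutant replicate 1 (0.0627).

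Apart from the granulocyte and erythroid lists, markers of cells outside the B lineage had medians of 0.0399 to 0.15 in the double mutant. T cell markers had 0.15, with 1 of 15 measured of 18 higher (2 over the list alone; camera, adjusted p = 0.0748, 0.0145 without WT replicate 2 and 0.0431 with the mean of all probe sets of a gene). Without Aiolos it was 0.199, with 1 higher (4 over the list alone; adjusted p = 0.0497, and adjusted p = 0.493 with an estimated correlation), which did not pass without WT replicate 1 (0.299), Aiolos replicate 2 (0.118), or double-mutant replicate 1 (0.0626) or 2 (0.0615), nor after quantile normalization (0.243), with a replicate block (0.0526), a trend and robust fit (0.0595), only the compared genotypes (0.0511) or the mean of all probe sets of a gene (0.0646). NK cell, dendritic cell and basophil markers had 0.0399, with none of 14 measured of 17 past the test (adjusted p = 0.782). Megakaryocyte markers had 0.124, with 2 of 7 higher (adjusted p = 0.146), and 0.193 in the Aiolos single mutant (adjusted p = 0.0396, and adjusted p = 0.446 with an estimated correlation), which did not pass without WT replicate 1 (0.0646), WT replicate 2 (0.0636) or Aiolos replicate 1 (0.0792), nor after quantile normalization (0.106). Stromal markers had 0.0955, with 1 of 11 higher (adjusted p = 0.342). Sex-linked genes, 4 measured of 5, had 0.126, with none past the test (adjusted p = 0.522).

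Genes near a targeted allele may come from the strain of the embryonic stem cells, which may change their signal. The strain of the DNA around these alleles was not tested. Among the 100 measured genes on each side of Pou2af1, 10 of 200 passed in the OBF-1 single mutant, against 270 of 12192 elsewhere, an odds ratio of 2.32 (Fisher exact, 95% interval 1.08 to 4.43). Atm and Rps25 are among them, with intensities of 145 and 368 in wild type and 32.3 and 107 without OBF-1, and both were singled out after their values were seen. Beside Ikzf3, 6 of 200 passed in the Aiolos single mutant, against 213 of 12193, an odds ratio of 1.74 (0.624 to 3.92). That interval includes 1 but also the ratio at Pou2af1, so it decides nothing. Regulation of these genes by OBF-1 was not separated from their position.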
